# Impact of maternal high fat diet on hypothalamic transcriptome in neonatal *Sprague Dawley* rats

**DOI:** 10.1371/journal.pone.0189492

**Published:** 2017-12-14

**Authors:** Sanna Barrand, Tamsyn M. Crowley, Ryan J. Wood-Bradley, Kirstie A. De Jong, James A. Armitage

## Abstract

Maternal consumption of a high fat diet during early development has been shown to impact the formation of hypothalamic neurocircuitry, thereby contributing to imbalances in appetite and energy homeostasis and increasing the risk of obesity in subsequent generations. Early in postnatal life, the neuronal projections responsible for energy homeostasis develop in response to appetite-related peptides such as leptin. To date, no study characterises the genome-wide transcriptional changes that occur in response to exposure to high fat diet during this critical window. We explored the effects of maternal high fat diet consumption on hypothalamic gene expression in *Sprague Dawley* rat offspring at postnatal day 10. RNA-sequencing enabled discovery of differentially expressed genes between offspring of dams fed a high fat diet and offspring of control diet fed dams. Female high fat diet offspring displayed altered expression of 86 genes (adjusted P-value<0.05), including genes coding for proteins of the extra cellular matrix, particularly Collagen 1a1 (*Col1a1*), *Col1a2*, *Col3a1*, and the imprinted Insulin-like growth factor 2 (*Igf2*) gene. Male high fat diet offspring showed significant changes in collagen genes (*Col1a1* and *Col3a1*) and significant upregulation of two genes involved in regulation of dopamine availability in the brain, tyrosine hydroxylase (*Th*) and dopamine reuptake transporter *Slc6a3* (also known as *Dat1*). Transcriptional changes were accompanied by increased body weight, body fat and body length in the high fat diet offspring, as well as altered blood glucose and plasma leptin. Transcriptional changes identified in the hypothalamus of offspring of high fat diet mothers could alter neuronal projection formation during early development leading to abnormalities in the neuronal circuitry controlling appetite in later life, hence priming offspring to the development of obesity.

## Introduction

Increased intake of energy rich foods and decreased physical activity in adulthood are major factors contributing to weight gain and obesity. However, other contributing factors such as maternal high fat diet and maternal overweight or obesity during pregnancy and lactation may also predispose offspring to obesity in later life [1–5]. Animal studies suggest that maternal high fat diet during early development causes irreversible changes in the offspring hypothalamus which are associated with altered appetite control, altered sensitivity to appetite regulating hormones, and increased risk of obesity in adulthood [1, 2, 6, 7]. The hypothalamic arcuate nucleus (ARC), translates peripheral blood born signals (e.g. leptin and insulin) via orexigenic neuropeptide Y (NPY)/Agouti-related peptide (AGRP) or anorexigenic pro-opiomelanocortin (POMC)-expressing neurons. These neurons project to other hypothalamic nuclei, such as the paraventricular nuclei (PVN), to control energy homeostasis. Changes in these neuronal circuits can lead to altered feeding behaviour, as well as, altered sympathetic outflow which is a major determinant of thermogenesis [7, 8]. Modulation of these pathways is implicated in the development of obesity. For example, a decrease in the number of neuron fibres between ARC and PVN in leptin-deficient (*Lep*^*Ob*^*/Lep*^*Ob*^) mice is associated with altered food intake [9]. This phenotype can be reversed by leptin administrations between postnatal day (PN) PN4 and PN12, but not during adulthood [9]. Similarly, leptin administration between PN3 and PN13 reversed the negative impact of maternal under-nutrition on developing offspring [10]. Thus, these hypothalamic neuronal circuits may be susceptible to external environmental cues, such as maternal dietary manipulation (e.g., high fat diet, low-protein diet or under-nutrition) during early development.

Two developmental stages are thought to be particularly vulnerable to maternal nutritional manipulations (reviewed in [1, 2, 11]); (i) when the number of neurons is established between embryonic day 12 and day 14 in mice and between embryonic day 12 and day 17 in rats [1, 12, 13]; and (ii) when hypothalamic neuronal projections are formed between PN6 and PN16 in rodents [1, 14]. Maternal dietary manipulation at these time points impinges on the developing neuronal networks, further priming the offspring to increased body adiposity and metabolic disease. Indeed, offspring exposed to maternal high fat diet during pregnancy display increased density of orexigenic neurons and expression of orexigenic peptides [15]. Additionally, provision of a maternal high fat diet during lactation impairs the development of neuronal projection between hypothalamic nuclei in the offspring, which are central for energy and glucose homeostasis in mice [16]. Not surprisingly, these changes in the hypothalamus are associated with increased body adiposity, hyperleptinemia and hyperinsulinemia [16]. Maternal high fat diet and high in fat, high in sugar “junk food” diet has also been linked to altered dopamine and opioid systems that are involved in controlling food through reward and motivation [17, 18]. Thus, maternal high fat diet consumption during critical developmental windows may alter hypothalamic neuronal development; however, the molecular mechanisms by which maternal high fat diet influences hypothalamic development in offspring are currently unknown.

Changes in gene expression patterns during development may have long-term consequences for the health of an individual. Exposure to a maternal high fat diet prior to and during pregnancy is associated with alteration in the expression of neuropeptides, such as AGRP, NPY and POMC at gestational day 21 [19]. Dearden and Balthasar further demonstrated that offspring of high fat diet fed rats demonstrated a disrupted response to glucose-sensitive genes in the hypothalamus in response to insulin [20]. Other studies have linked maternal high fat diet or obesity to altered expression of neuropeptides (e.g., NPY, AGRP, and POMC) [21–25] or altered responses to leptin and ghrelin systems in the offspring [7]. Expression of dopamine-related genes in the offspring is also influenced by maternal high fat diet [18]. We aimed to determine how maternal high fat diet changes hypothalamic transcriptome at PN10; the time point when neuronal projections are forming and maturing.

## Materials and methods

### Animals and diets

All protocols in this study were approved by the Deakin University Animal Ethics Committee Geelong, Victoria, Australia. Female and Male *Sprague Dawley* rats between ages 4–6 weeks were purchased from the Animal Resources Centre, Canning Vale, WA, Australia, and allowed to acclimatise for a minimum of a week before commencement of the study. Animals were housed in pairs with an alternating light and dark cycle (12:12 hour light-dark cycle). Animals were fed either a high fat diet (HFD, 43% of calculated digestible energy from lipids, SF04-001, Specialty Feeds, Glen Forrest, WA, Australia) or control diet (CON, 12% of calculated digestible energy from lipids, SF13-081 low fat rodent diet, Specialty Feeds, Glen Forrest, WA, Australia) (S1 Table). Male rats received standard laboratory chow (Barastoc, rat and mice, Ridley, Melbourne, VIC, Australia). Average food and water consumption per day was calculated for period of 3 week (start of the diet until first day of mating), pregnancy (2 weeks following mating) and lactation (PN1 to PN10) by dividing total consumption by number of days and number of animals in a cage (ethics regulations do not allow animals to be housed individually for long period of time). To allow mating, a male rat was housed together with two female rats for a week. After mating, females were separated and housed in individual cages with environmental enrichment to facilitate natural progression of nesting and littering. Litter sizes between 6 and 16 pups were accepted for the study and litters with more than 12 pups were normalised to 12 pups at PN1, with 1:1 ratio of females and males wherever possible. This resulted in n = 6 litters for the CON dams and n = 11 litters for the HFD dams. Dams and their offspring stayed on the selected diets throughout the study and no cross-fostering was utilized. At postnatal day PN10 dams and offspring were killed humanely. Dams were killed with slow fill of CO_2_ and immediately after death blood was collected by cardiac puncture and body composition assessed using EchoMRI. Echo-MRI^TM^-100 (EchoMRI Corporation Pte Ltd, Singapore) was used to determine body composition of both dams and offspring at PN10. Rats were placed in the device individually to obtain lean mass, fat mass, free water and total water mass (g). Additionally, milk was obtained by manual expression. Mammary glands were massaged and milk was collected with a pipette after which it was transferred in a 1.5 ml tube on ice. Milk was then snap frozen and stored in -80°C until further analyses. Offspring were killed by cervical dislocation. After death, the hypothalamus was dissected from the ventral side using the anatomical landmarks of the mammillary bodies posteriorly and optic chiasm anteriorly. Hypothalami were frozen in liquid nitrogen and stored at -80°C until further analyses. Food and water were weighed three times a week throughout the study to calculate average intake.

### Body weight and body length

Throughout the study dams were weighed three times per week and percent weight change relative to start weight was determined for period of 3 week (start of diet until mating), pregnancy (start of mating until last weighing before giving birth) and lactation (PN1 to PN10) time points. Pups were weighed at PN1, PN5 and PN10. Offspring body length was measured after cervical dislocation. Body length was measured from the tip of the nose to the base of the tail, with the offspring in the supine position.

### Blood glucose and plasma leptin concentration

Blood glucose concentration for dams was determined at start of the study and after 3 weeks on the diet by obtaining small amount of blood from the tail and determining blood glucose concentration immediately using a hand-held glucometer (Accu Chek performa, Roche North Ryde, NSW, Australia). At PN10 blood was collected from dams and offspring by cardiac puncture and blood glucose concentration was determined. To obtain plasma from the offspring, the remaining exsanguinated blood was placed in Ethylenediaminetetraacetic acid (EDTA) containing tubes and centrifuged for 30 min at 1500 g, 4°C. To obtain maternal plasma, blood was placed in an EDTA containing BD vacutainer tube (cat.no 367838, Becton, Dickinson and Company, New Jersey, USA) and centrifuged for 15 min, 2500 g, 4°C. The separated plasma was removed and snap frozen in liquid nitrogen and stored at -80 ^o^C for further analysis. Plasma and milk leptin concentration were determined by ELISA according to the manufacturer’s protocol, (cat.no. 90040, Chrystal Chem, USA). Each sample was run in duplicate. Leptin concentration for all plasma samples were analysed on a single ELISA assay and all milk samples were analysed on a separate single ELISA assay. Intra-assay variability (CV%) for plasma leptin samples was 7.2% and for milk leptin samples 3.8%.

### RNA extraction

Using the manufacturer’s protocol for RNA extraction, hypothalamic RNA was extracted using a Allprep RNA/DNA mini kit (cat.no 80204 Qiagen, Hilden, Germany,) and RNA concentration and RIN number (>8 accepted) determined using a Bioanalyser (Agilent Technologies, Santa Clara, CA, USA). RNA was then aliquoted to RNAstable tubes (cat.no 93221–001 Biomatrica, San Diego, CA, USA), mixed well and dried using a speed vac. The same RNA samples were used for the RNA-sequencing and qPCR except for one sample (for qPCR) which contained insufficient RNA.

### RNA library preparation, sequencing and data analyses

A total of 24 samples (6 males, 6 females for each dietary group) were placed in RNA stable tubes and sent to an external sequencing facility (Macrogen Inc., Korea). Library preparation (TruSeq RNA Library Prep Kit) and sequencing (100bp, Illumina HiSeq 2500) was performed by Macrogen Inc., Korea. The resulting sequence results were quality checked using FastQC and trimmed (Illumina adapters) using Trimomatic. All sequences were mapped using Bowtie2 and were analysed using EdgeR, resulting in a list of significantly (FDR p = 0.05 cut-off) differentially expressed genes between the two conditions. The resulting list was further uploaded into Ingenuity (IPA) for pathway analysis. The RNA-sequencing data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE107324 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE107324)."

### CDNA synthesis, quantification and qPCR

1 ug RNA was used to prepare cDNA using a Maxima First strand cDNA synthesis kit (cat.no. FMTK1642, Thermo scientific, Waltham, Massachusetts, USA). cDNA concentration in each sample was determined using Quant-iT oliGreen ssDNA assay (cat.no. 011492, Life technologies Carlsbad, California, United States). qPCR was run in triplicates in a Thermo Scientific Pico Real Real-time PCR system. PCR efficiency for each primer was determined and only primers with primer efficiencies between 90–110% were accepted. The qPCR reaction was run using Thermo Scientific Luminaris High Green Low ROX qPCR master mix and twos-step cycling protocol (2 min 95°C, 10 min 95°C, 40x (30 sec 95°C, 60s sec 60 ^o^C)) followed by a dissociation curve. Gene expression was normalised to *Gapdh* expression and determined using the relative expression 2deltaCt method. Primer sequences were as follows:

Col1a1 F: TCAAGATGGTGGCCGTTACT R: TTGGTTAGGGTCGATCCAGT
Col1a2 F: CTGGATTTGCTGGCGAGAAG, R: AATACCGGGAGCACCAAGAAG [26]
Col3a1 F: ATGTACAGTGGCCTTCCTCA, R: TGTTTTTGCAGTGGTATGTAATGTTC [26]
Igf2 F: GTCGATGTTGGTGCTTCTCA, R: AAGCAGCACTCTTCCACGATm
LepR (ObRb) F: GAGAGGCTGCTGAAATCGTC R: CTCCAGACTCCTGAGCCATC [27]
Gapdh F: GGAAAGCTGTGGCGTGAT, R: AAGGTGGAAGAATGGGAGTT [28].

### Statistical analyses

Statistical analyses for the physiological data, mean read numbers and qPCR were analysed using 1-way ANOVA for female adult rat. A mixed model analyses was used for the offspring in IBM Statistic SPSS 22 program. Data are presented as mean ± SEM and n refers to the number of litters rather than individual pups.

## Results

### High fat diet increases body weight of adult female rat

In the current study female *Sprague Dawley* rats were randomly assigned to a control diet group (CON, 12% digestible energy from lipids) or on to a high fat diet group (HFD, 43% digestible energy from lipids) 3 weeks prior to mating. The dams remained on the respective diets throughout mating, pregnancy and until the end of study at PN10 (Fig 1). HFD dams displayed significant weight gain during the 3 week diet compared to CON dams (CON 21.9±1.07 vs. HFD 28.45±0.76, P = 0.06) (Fig 2A and 2B), but no augmentation of bodyweight gain in pregnancy and during lactation (Fig 2B). In agreement with undetectable bodyweight changes during lactation we observed no significant increase in the fat mass or lean mass in HFD dams at PN10 (Fig 2C). The HFD dams had significantly greater average daily caloric intake compared to CON dams during the 3 week diet (CON 0.29±0.09 MJ/day; HFD 0.37±0.009 MJ/day P = 0.000) and during pregnancy (CON 0.32±0.02 MJ/day; HFD 0.40±0.02 MJ/day P = 0.012), but not during lactation (Fig 2D). Daily water consumption did not differ between the groups (Fig 2E). There was a significant reduction in maternal blood glucose concentration at PN10 in HFD dams compared with CON dams (CON 8.9 ±1.23 mmol/l, HFD 5.9 ±0.39 mmlo/l; P = 0.01) (Fig 2F), which was accompanied by a significant increase in maternal plasma leptin levels (CON 3.0±0.36 ng/ml, HFD 4.2±0.27ng/ml; P = 0.025) (Fig 2G). Leptin concentration in milk was similar in both groups at PN10 (Fig 2H). We detected no significant difference in the litter sizes at PN1 (before litter normalization) or at PN10 (S1 Fig) and we did not observe altered incidence of cannibalism in the HFD group. We did observe that more animals failed to become pregnant in the CON group (4 out of n = 12) than in the HFD group (n = 14). We did not assess embryonic lethality in our study.

**Fig 1:**
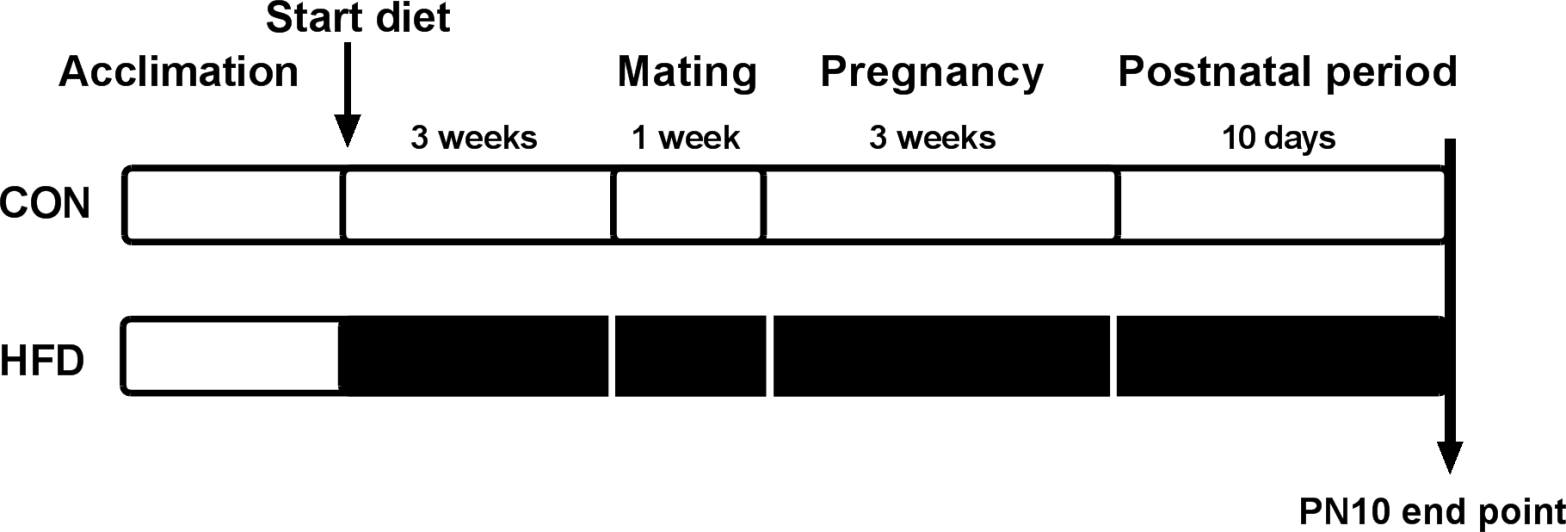
Study set up. Female *Sprague Dawley* rats received either control diet (CON) or high fat diet (HFD) throughout the study until postnatal day 10 (PN10) when offspring and dams were killed humanely and endpoint data collected.

**Fig 2:**
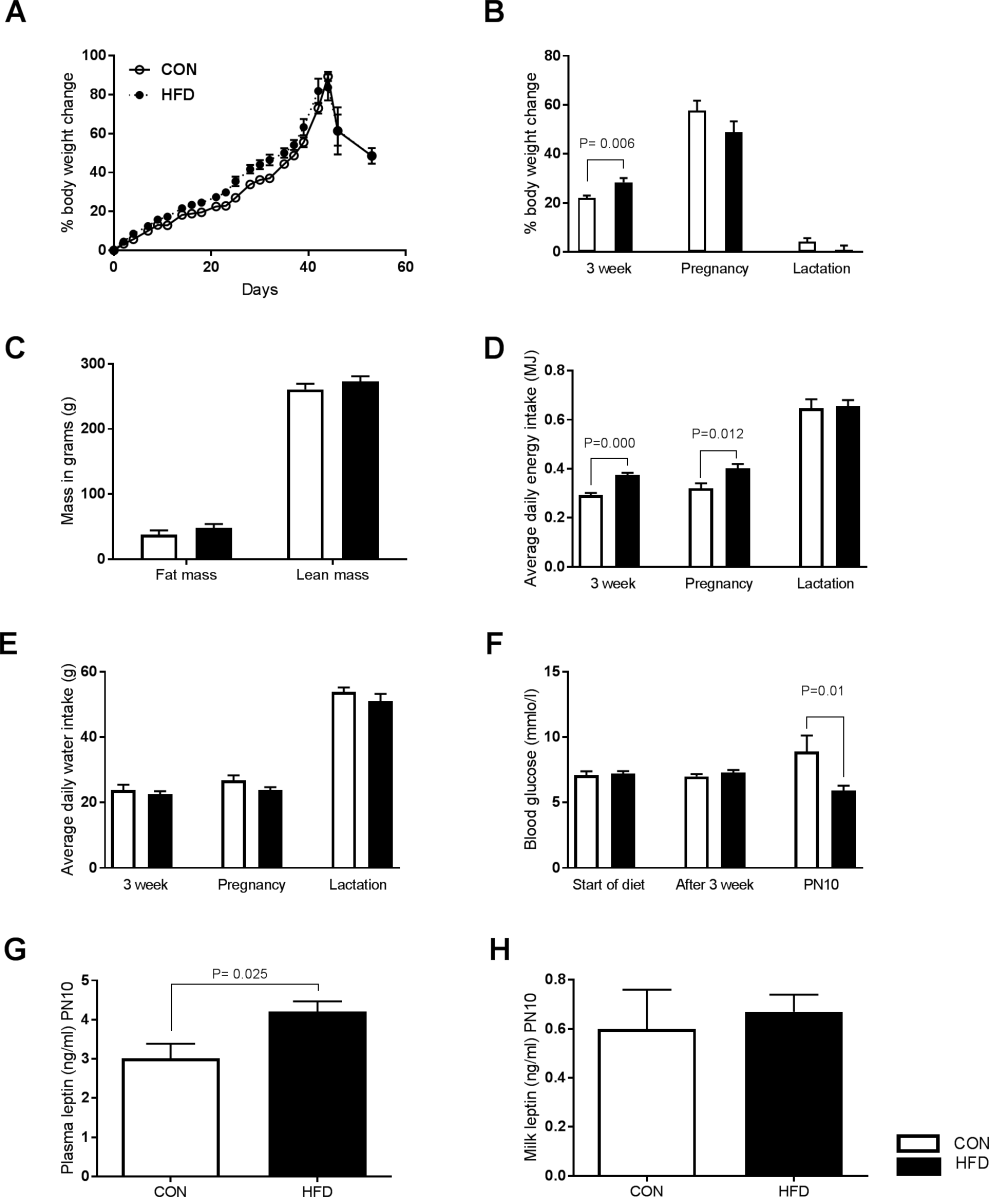
Maternal phenotype and metabolic data. (A) Illustration of maternal bodyweight changes (as percentage of weight gain to start weight) over the course of the study in HFD (filled symbol) and CON fed (unfilled symbols) females. Time points presented had CON n = 4–6 and HFD n = 8–11. (B) HFD significantly increases body weight (bodyweight change as a percentage of start weight) during the three weeks of diet, but not during pregnancy or lactation. (C) HFD does not alter fat or lean mass in HFD dams. (D) HFD dams have significantly higher average daily energy intake (MJ) during the three week diet and pregnancy but not lactation. (E) Both groups have similar water consumption. (F) Maternal blood glucose at start of diet, after 3 weeks of diet and at lactation (PN10 time point). HFD female rats have significantly lower blood glucose at lactation. (G) HFD dams have elevated plasma leptin concentrations compared with CON dams (n = 5 CON, n = 6 HFD). (H) No difference was observed in milk leptin concentrations between the group (n = 6 CON, n = 6 HFD). HFD = filled bars, CON = unfilled bars. P values are from 1-way ANOVA. Data indicate mean ± SEM. CON n = 12, HFD n = 14 for 3 week diet, CON n = 6, HFD n = 10–11 for pregnancy and lactation unless otherwise noted.

### Maternal high fat diet feeding alters offspring phenotype and metabolic profile

Controlling litter size in maternal dietary models is essential since variations in litter size may directly impact nutritional availability. In our study, litter sizes between 6 and 16 pups were accepted and litters with more than 12 pups were normalized to 12 at PN1. Compared with control offspring (CON-O), the offspring of HFD dams (HFD-O) displayed significantly increased bodyweight at PN1 (P_diet_ = 0.036), PN5 (P_diet_ = 0.007) and PN10 (P_diet_ = 0.000) (Fig 3A–3C). There was no effect of sex on bodyweight. At PN10 HFD offspring were significantly longer than the CON offspring (P_diet_ = 0.000) (Fig 3D). In general, female offspring were significantly shorter than male offspring (P_sex_ = 0.018) (Fig 3D). HFD offspring displayed a significant increase in percentage of fat mass (relative to lean mass) (P_diet_ = 0.0001, P_sex_ = 0.671, P_diet_*_sex_ = 0.314) (Fig 3E), while the percentage of total water (T_water_) was unchanged between groups (Fig 3F). HFD offspring demonstrated elevated blood glucose (P_diet_ = 0.047, P_sex_ = 0.251 P_diet_*_sex_ = 0.70) (Fig 3G) and circulating plasma leptin concentrations (P_diet_ = 0.003, P_sex_ = 0.326, P_diet_*_sex_ = 0.590) (Fig 3H).

**Fig 3:**
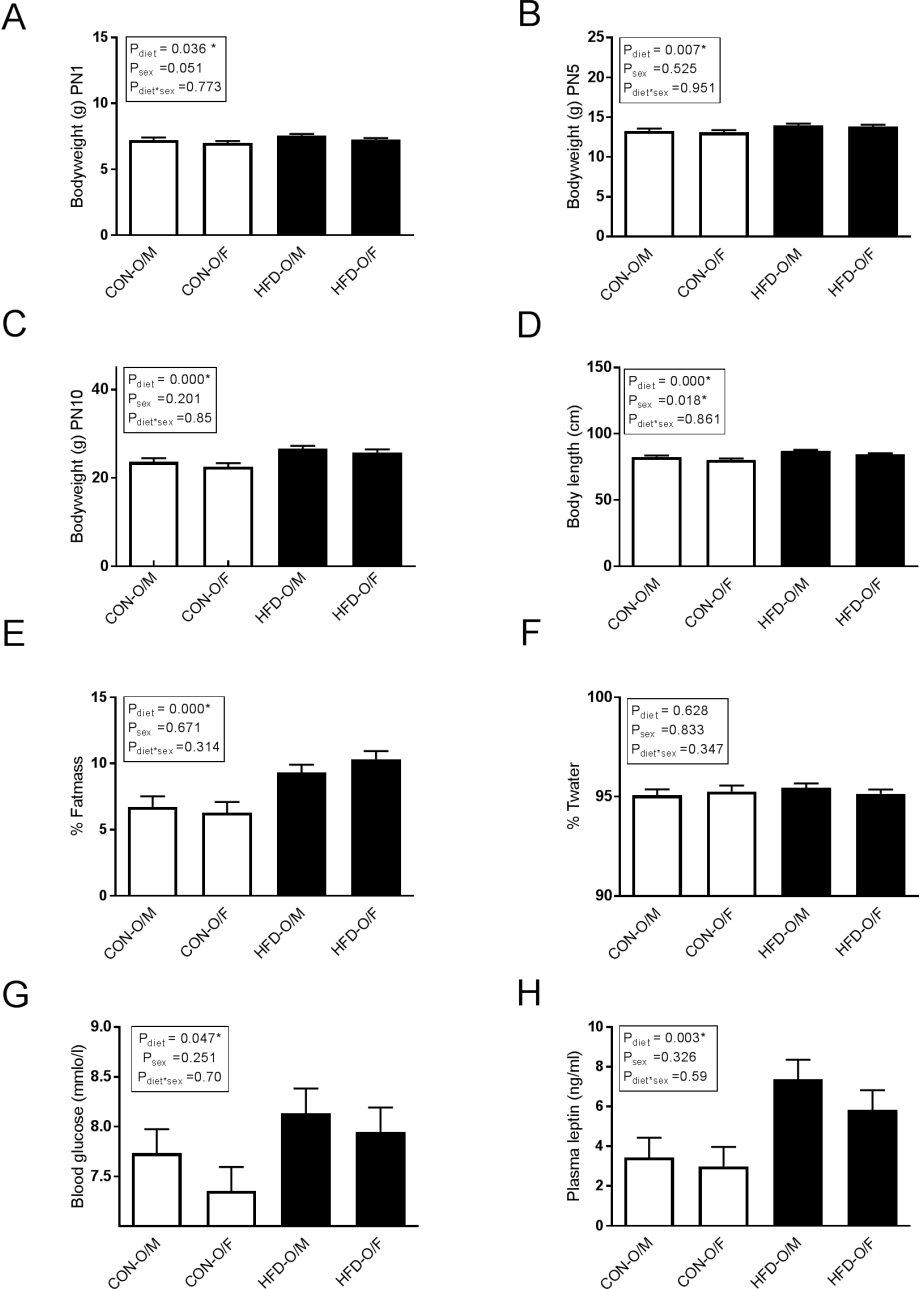
Offspring phenotype. HFD offspring are significantly heavier at (A) PN1, (B) PN5 and (C) PN10. (D) HFD offspring are significantly longer compared with CON offspring. (E) HFD offspring display increased percentage of fat mass (relative to lean mass). (F) Total water was unchanged. (G) HFD offspring have increased blood glucose at PN10 compared to CON offspring. (H) HFD offspring have increased plasma leptin at PN10 compared to CON offspring. Maternal high fat diet offspring (HFD-O) = filled bars, maternal CON offspring (CON-O) = unfilled bars. P values from 2-way mixed model ANOVA analyses. Data represent mean± SEM. CON-O (n = 6), HFD-O (n = 11) except for blood glucose and plasma leptin CON-O (n = 6) and HFD-O (n = 6). M = male, F = female.

### Maternal high fat diet alters neonatal hypothalamic transcriptome at PN10

Previous studies [20, 29, 30] have suggested that maternal dietary manipulation may impact the offspring in a sex specific manner and therefore we determined transcriptional changes in each sex separately. 

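Gene counts were read for 24 RNA-sequencing libraries of whole hypothalamus at PN10, 6 in each of 4 groups: female CON offspring (CON-O), female HFD offspring (HFD-O), male CON-O and male HFD-O. The dams had eaten a diet with 12% (CON) or 43% (HFD) of digestible energy from lipids. The paper describes Illumina libraries, FastQC, Trimmomatic, mapping with Bowtie2 and edgeR. The submitters' notes list TopHat as the mapper and rn6 as the genome build. There is 1 deposited table per sex, with 12 libraries each. Library totals ran from 6132112 to 7551865 counts in females (median 6532350.5 in CON-O and 6811532.5 in HFD-O) and from 6585398 to 7994399 in males.

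Each sex was tested on its own with edgeR's quasi-likelihood test on the counts, with TMM normalization and Benjamini-Hochberg adjustment over all genes kept by filterByExpr. A log2 fold change above 0 means higher in HFD offspring. The difference between the sexes in the effect of the maternal diet, and the effect over both sexes together, came from 1 fit of all 24 libraries. The files do not say which males and females were siblings, so these tests treat every library as independent. Values per gene are CPM (a gene's share of the library's counts, TMM-normalized) as mean ± SD over 6 libraries. Exact permutation tests between the diets are two-sided over all assignments of 6 of 12 libraries, and their smallest possible p is 0.0022.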

Using a stringent cut-off (adjusted P-value (adj.P-value)<0.05), we found a total of 86 differentially expressed genes in female HFD offspring compared to female CON offspring (Fig 4B). 

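Serpinh1, the collagen chaperone of the endoplasmic reticulum, had the smallest p of all genes in female HFD offspring, at 140.2 ± 12.1 CPM against 112.2 ± 6.98 CPM in CON offspring. Its log2 fold change was 0.32 (standard error 0.06, adjusted p = 0.214), with 6 of 6 HFD-O libraries above the CON-O median. Bgn, a proteoglycan of connective tissue, and Mgp, an inhibitor of matrix calcification, were higher by log2 fold changes of 0.70 (standard error 0.15) and 1.22 (standard error 0.25). Aldh1a2, which makes retinoic acid in the coverings of the brain, had the log2 fold change 2.15 (standard error 0.56, 5 of 6 libraries, exact permutation p = 0.0303).

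Marker genes of the leptomeninges, the inner coverings of the brain, moved together. Of 30 measured members 29 were higher in female HFD offspring, with a median log2 fold change of 0.96. Of these, 25 passed when adjusted over the list alone (camera adjusted p = 9.0e-36, and adjusted p = 0.0339 with an estimated correlation). Macrophages of the brain's borders are marked by Mrc1 (0.80, standard error 0.22) and the hyaluronan receptor Lyve1 (0.56, standard error 0.14). Their list had 5 of 5 members higher, 5 adjusted over the list alone (camera adjusted p = 2.5e-10, and adjusted p = 0.0256 with an estimated correlation). The study chose 17 of the leptomeningeal genes and 3 of the border macrophage genes for Table S2 from these libraries, so neither list is independent evidence. Of the 13 leptomeningeal genes outside Table S2, 12 were higher (camera adjusted p = 5.3e-07, and adjusted p = 0.253 with an estimated correlation).

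Over all 11409 genes tested, the quasi-likelihood test called 0 genes at adj.P-value 0.05, and 809 had an unadjusted p under 0.05. The likelihood ratio test of edgeR, whose score the deposited tables hold, called 50 genes, DESeq2 called 14 and limma-voom 0. Without HFD-O 20 the quasi-likelihood test called 10 genes, and without HFD-O 14 the likelihood ratio test called 0. Of the 86 female genes in Table S2, 84 were among the genes tested, and all 84 had the direction given there and an unadjusted p under 0.05.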

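Hspa5, the main chaperone of the endoplasmic reticulum, had the smallest p of all genes in male HFD offspring, at 798 ± 25.6 CPM against 701 ± 17.6 CPM in CON offspring. The log2 fold change was 0.19 (standard error 0.04, adjusted p = 0.833), and 6 of 6 HFD-O libraries lay above the CON-O median. Slc12a4, a potassium-chloride cotransporter, was higher by a log2 fold change of 0.38 (standard error 0.09) in 6 of 6 libraries, at 42.3 ± 3.74 against 32.5 ± 4.20 CPM. Serpinh1 had nearly the same log2 fold change in males as in females, 0.33 (standard error 0.10, exact permutation p = 0.0238).

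Leptomeningeal marker genes were higher in male HFD offspring in 28 of 32 cases (camera adjusted p = 4.3e-11, and adjusted p = 0.410 with an estimated correlation), and 0 of them passed when adjusted over the list alone. Genes of ciliated ependymal cells, such as Tekt4 (0.42, standard error 0.15) and Spef2 (0.47, standard error 0.22), were higher in 9 of 9 cases (camera adjusted p = 1.1e-06, and adjusted p = 0.284 with an estimated correlation).

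At adj.P-value 0.05 the quasi-likelihood test called 0 of 11476 genes in males, and 566 genes had an unadjusted p under 0.05. The likelihood ratio test called 0, limma-voom 0 and DESeq2 1, which was Hspa5 (adjusted p = 2.8e-05). All 8 male genes of Table S2 were tested and had an unadjusted p under 0.05 and the direction given there, with adjusted p from 0.949 to 0.957.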

In the male offspring, we detected significant differential expression of only 8 genes in HFD offspring compared with CON offspring (adj.P-value <0.05) (Fig 4A). Of these, four genes were found differentially expressed only in male offspring and four were detected in both sexes (Fig 4A). 

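Gfap, the intermediate filament of astrocytes, was at 343 ± 53.0 CPM in female CON offspring and 436 ± 73.3 CPM in female HFD offspring (log2 fold change 0.35, standard error 0.11). The Gfap log2 fold change, female, was 0.50 with the leptomeninges score in the fit and 0.59 with the erythroid score. In males it was at 319 ± 70.9 and 449.6 ± 96.3 CPM (0.49, standard error 0.15, exact permutation p = 0.0216). Alox15, a lipoxygenase, was higher by log2 fold changes of 1.67 (standard error 0.44) in females and 1.14 (0.49) in males, in 5 of 6 HFD-O libraries of either sex. Its highest counts were in female HFD-O 22 and male HFD-O 21. These libraries also had the highest haemoglobin share of counts in their sex, 0.626% and 0.581%. The Alox15 log2 fold change, male, was 0.52 without HFD-O 21, 0.49 with the erythroid score in the fit and 0.54 with the midbrain score. The Alox15 log2 fold change, female, was 0.63 with the leptomeninges score and 0.14 with the erythroid score. Rpp40, a subunit of ribonuclease P, had estimates of opposite sign, at 0.74 (standard error 0.15) in females and −0.24 in males. So did Fau (0.36 and −0.16), a ribosomal protein precursor, and Gsn (−0.47 and 0.44), an actin-severing protein. The male values of these genes had unadjusted quasi-likelihood p of 0.153, 0.124 and 0.0794.

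Of the 83 female genes of Table S2 tested in both sexes, these were the 3 with opposite signs, and the other 80 had the same direction in males (Pearson r = 0.740 across the genes, which are not independent replicates). The female side of that comparison was chosen on the female libraries. Over all 11358 genes tested in both sexes r was 0.488 across genes. There were 22 genes that had an unadjusted p under 0.01 in both sexes, all in the same direction. From the 225 in females and 101 in males, 2.00 were expected (Fisher's exact test, one-sided, p = 2.9e-17, genes and libraries taken as independent). Taken instead between the differences of mean log2 CPM, r was 0.478 across genes, and over all reassignments of the diets within each sex its one-sided exact permutation p = 0.00127. Males and females with consecutive library numbers varied together, and with such pairs moved between the diets as a whole the one-sided exact permutation p = 0.0476. The median r over those assignments was 0.262 and the highest 0.576, so a positive r was usual whatever the diet labels.

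A test of whether the effect of the maternal diet differed between males and females called 0 of 11630 genes by quasi-likelihood, likelihood ratio and DESeq2 (178 with an unadjusted p under 0.05). The smallest adjusted p, 0.901, was that of Rpp40 (difference −0.98, standard error 0.21). No gene was called in both sexes by the quasi-likelihood or likelihood ratio test, and DESeq2 called 1, Hspa5.

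**Figure D1:**
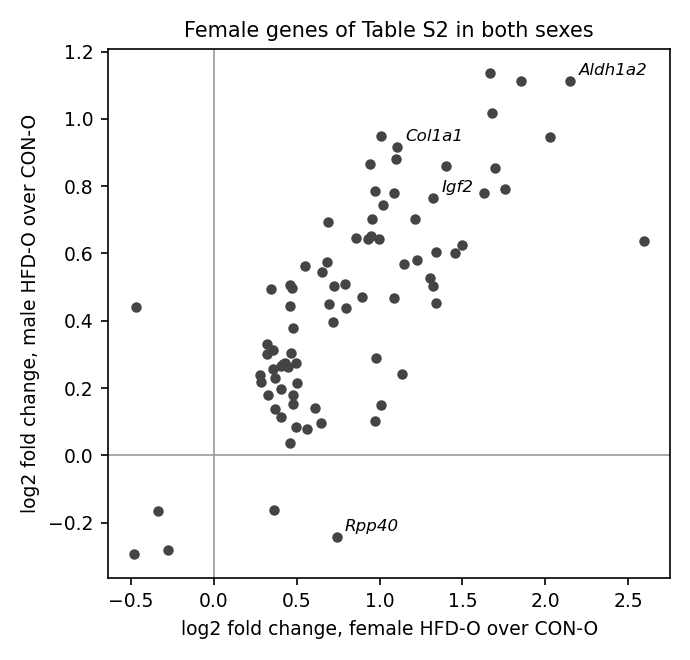
Log2 fold change of HFD-O over CON-O in females (x axis) and males (y axis) for the 83 female genes of Table S2 tested in both sexes. Each point is 1 gene, from the quasi-likelihood fit of 12 libraries per sex.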

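Kiss1, which encodes the kisspeptins that drive the reproductive axis, was lower in female HFD offspring, at 1.41 ± 0.545 CPM against 3.17 ± 0.868 CPM in CON offspring, and 0 of 6 HFD-O libraries lay above the CON-O median. The log2 fold change was −1.16 (standard error 0.26, adjusted p = 0.214, or 0.011 by the likelihood ratio test). It rested on few reads, from 5 to 32 counts per library. Fcho1, which starts clathrin-coated pits, was at 114.5 ± 7.05 against 138.5 ± 15.1 CPM (−0.27, standard error 0.07, exact permutation p = 0.0043). Among the higher genes, Thbd, the thrombin receptor of endothelium, had a log2 fold change of 1.15, the vascular cadherin Cdh5 0.41 and the interferon-induced Ifi27 0.89.

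Of the 809 genes with an unadjusted p under 0.05, 514 were higher in female HFD offspring and 295 lower. The likelihood ratio test called 48 higher and 2 lower, Kiss1 and Fcho1, and DESeq2 14 higher and 0 lower. Neuronal marker genes were led by Gad2 (−0.28, standard error 0.10), which makes GABA, and Rbfox3 (−0.16, standard error 0.07). Of these 18 of 20 were lower, with 0 passing when adjusted over the list alone (camera adjusted p = 0.000841, and adjusted p = 0.109 with an estimated correlation). Neuroendocrine genes were lower in 20 of 28 cases, among them the hypothalamic regulators Six3 (−0.28), Otp (−0.23) and Nkx2-1 (−0.34). Kiss1 alone passed when adjusted over the list alone (camera adjusted p = 0.00835, and adjusted p = 0.345 with an estimated correlation). Axon guidance genes were lower in 29 of 41 cases (camera adjusted p = 0.0298, and adjusted p = 0.557 with an estimated correlation).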

In the female offspring, seven of the 86 differentially expressed genes were downregulated (logFC>0) and 79 were upregulated in HFD offspring compared with CON offspring (logFC<0) (S2 Table). A proportion of upregulated genes in female HFD offspring encoded for extracellular matrix (ECM) proteins, such as *Col1a1*, *Col1a2* and *Col3a1* (Fig 4B). 

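Col1a1, Col1a2 and Col3a1, which form the fibrils of connective tissue, were measured at about double the CON-O level in female HFD offspring. Col1a1, a chain of type I collagen, was at 118 ± 41.3 CPM against 54.8 ± 17.5 CPM in CON offspring. The log2 fold change was 1.11 (standard error 0.24, adjusted p = 0.214 by quasi-likelihood and 0.0071 by the likelihood ratio test). Its partner chain Col1a2 was at 121 ± 44.9 against 56.4 ± 20.4 CPM (1.10, standard error 0.25, adjusted p = 0.234 and 0.013). Col3a1, type III collagen, was at 92.1 ± 31.4 against 45.8 ± 19.6 CPM (1.01, standard error 0.25, adjusted p = 0.244 and 0.032). Of the 6 HFD-O libraries, 5, 5 and 6 lay above the CON-O median (exact permutation p = 0.0108, 0.0152 and 0.0195). Col5a1, which sets the width of collagen fibrils, was higher by 0.65 (standard error 0.13) in 6 of 6.

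Over the 22 collagen genes measured, 16 were higher and 5 passed when adjusted over the list alone (camera adjusted p = 1.6e-05, and adjusted p = 0.107 with an estimated correlation). The 17 collagens outside Table S2 had a camera adjusted p = 0.250, with 11 higher. All 17 measured genes of collagen folding and processing were higher, among them Pcolce (1.09, standard error 0.32), which matures procollagen, and Fkbp10 (0.33, standard error 0.10). Of these, 6 passed when adjusted over the list alone (camera adjusted p = 1.5e-09, and adjusted p = 0.0055 with an estimated correlation). The 15 outside Table S2 were all higher too (camera adjusted p = 6.6e-06, and adjusted p = 0.0102 with an estimated correlation).

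Leptomeningeal marker genes outside Table S2 were higher in female HFD offspring as well, their mean log2 level by 0.440 (exact permutation p = 0.0346). With that level in the fit the log2 fold changes were 0.52 for Col1a1, 0.38 for Col1a2, 0.34 for Col3a1 and 0.32 for Col5a1. With the erythroid score instead, the Col1a1 log2 fold change, female, was 0.92, the Col1a2 log2 fold change, female, was 0.81, the Col3a1 log2 fold change, female, was 0.74 and the Col5a1 log2 fold change, female, was 0.45. The likelihood ratio calls of all of these genes depended on library HFD-O 14, without which none remained.

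**Figure D2:**
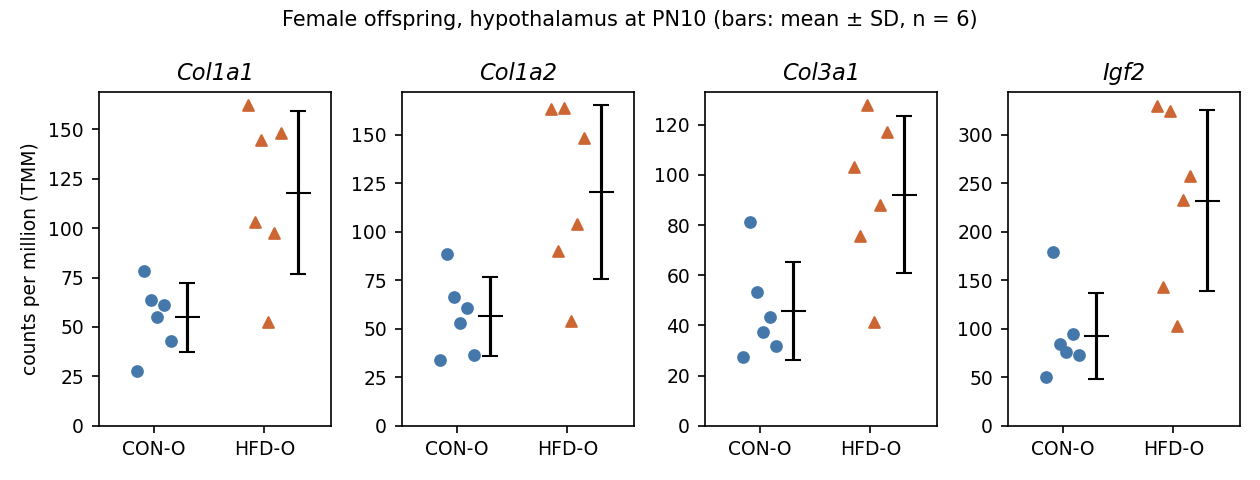
Col1a1, Col1a2, Col3a1 and Igf2 in TMM-normalized CPM in the 6 CON-O and 6 HFD-O female libraries. Each point is 1 library and the bars show mean ± SD.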

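Igf2, the imprinted fetal growth factor, was at 92.6 ± 44.7 CPM in female CON offspring and 231.9 ± 93.4 CPM in female HFD offspring. Its log2 fold change was 1.32 (standard error 0.29, adjusted p = 0.214 by quasi-likelihood and 0.0068 by the likelihood ratio test), in 6 of 6 libraries (exact permutation p = 0.0108). With the level of the leptomeningeal marker genes in the fit the Igf2 log2 fold change, female, was 0.46, with the erythroid score it was 0.82, and without CON-O 4 it was 1.62.

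Among the solute carriers, Slc13a4, a sulfate transporter of meninges and choroid plexus, was at 14.4 ± 9.57 against 3.53 ± 2.81 CPM (log2 fold change 2.03, standard error 0.52, 5 of 6 libraries, exact permutation p = 0.0281). Slc6a13, a GABA transporter of the leptomeninges, was at 20.4 ± 11.1 against 5.65 ± 4.26 CPM (1.85, standard error 0.44, exact permutation p = 0.0173). Slc12a4, the potassium-chloride cotransporter, was at 43.3 ± 5.92 against 31.1 ± 3.63 CPM (0.48, standard error 0.09). Slc6a20 and Slc22a6, which carry proline and organic anions, were higher by 1.63 and 1.76, and Slc4a1, the anion exchanger of red cells, by 1.69 (standard error 0.49). Haemoglobin Hbb was higher as well, by 1.50 (standard error 0.44).

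Of 240 solute carriers tested, the likelihood ratio test called 8, all higher, against 42 of 11169 other genes (Fisher's exact test, two-sided, p = 8.5e-06, genes taken as independent). By an unadjusted p under 0.05 the share was 21 of 240, 16 of them higher (Fisher's exact test, p = 0.308), and the quasi-likelihood test called 0.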

Other differentially expressed genes included the imprinted *Igf2* gene and members of solute carriers (slc) superfamily (Fig 4B). Similarly to female offspring, male HFD offspring showed significant upregulation of *Col1a1* and *Col3a1* compared with CON offspring (Fig 4C). 

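In male HFD offspring Col1a1 was at 143 ± 63.3 CPM against 75.7 ± 54.1 CPM in CON offspring (log2 fold change 0.92, standard error 0.39, adjusted p = 0.957, 5 of 6 libraries above the CON-O median, exact permutation p = 0.0714). Col3a1 was at 116 ± 53.7 against 59.9 ± 41.2 CPM (0.95, standard error 0.37, adjusted p = 0.949, 6 of 6 libraries, exact permutation p = 0.0519). Col1a2 stood close to its partner chain at 144 ± 79.0 against 78.0 ± 57.7 CPM (0.88, standard error 0.42), while Col5a1 was nearly level at 0.10, and at −0.09 without HFD-O 23 and −0.01 without CON-O 3 or CON-O 7. Without CON-O 1, the log2 fold changes were 1.32 for Col1a1 and 1.35 for Col3a1, and without HFD-O 23 they were 0.72 and 0.70.

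Of the 22 collagens measured in males, 17 were higher and 0 passed when adjusted over the list alone (camera adjusted p = 0.00142, and adjusted p = 0.446 with an estimated correlation). They include Col1a1 and Col3a1, which the study chose for Table S2 from these libraries, so the list is not independent evidence. The leptomeningeal markers again ran in the same direction, at a mean log2 level 0.251 higher in HFD offspring (exact permutation p = 0.318). The male effect less the female effect was −0.19 (standard error 0.51) for Col1a1 and −0.06 for Col3a1.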

The four genes upregulated only in male HFD offspring were *Aldh1a1*, *Tf*, *Th* and *Slc6a3* (Fig 4C). 

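Tf, the iron carrier transferrin made by oligodendrocytes, was at 48.4 ± 8.64 CPM in male HFD offspring and 33.7 ± 8.07 CPM in CON offspring. Its log2 fold change was 0.52 (standard error 0.14, adjusted p = 0.949, 6 of 6 libraries, exact permutation p = 0.0173). Among 21 oligodendrocyte genes, 19 of them higher, Tf passed when adjusted over the list alone (camera adjusted p = 0.00166, and adjusted p = 0.510 with an estimated correlation). Aldh1a1, a retinaldehyde dehydrogenase of dopamine neurons, was at 34.1 ± 27.2 against 10.4 ± 4.93 CPM (1.71, standard error 0.47, 6 of 6, exact permutation p = 0.0390). Th, the rate-limiting enzyme of dopamine synthesis, was at 81.5 ± 62.9 against 41.4 ± 7.45 CPM (0.98, standard error 0.38, 4 of 6, exact permutation p = 0.238). Slc6a3, the dopamine transporter, was at 41.8 ± 52.9 against 9.81 ± 8.09 CPM (2.09, standard error 0.82, 3 of 6, exact permutation p = 0.329).

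Of 15 measured markers of midbrain dopamine neurons, which include Th, Slc6a3 and Aldh1a1 themselves, 14 were higher in male HFD offspring (camera adjusted p = 2.9e-05, and adjusted p = 0.423 with an estimated correlation). Those genes were chosen for Table S2 from these libraries, so the list is not independent evidence. Libraries HFD-O 13 and HFD-O 21 had midbrain scores of 0.692 and 0.808 on the log2 scale, where the other male HFD-O libraries lay between −0.263 and 0.061. Without HFD-O 13 the log2 fold changes were 0.72 for Th and 1.67 for Slc6a3, and without HFD-O 21 they were 0.61 and 1.39. With both left out, Th was at 0.02, Slc6a3 at −0.20, Aldh1a1 at 0.75 and Tf at 0.53.

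**Figure D3:**
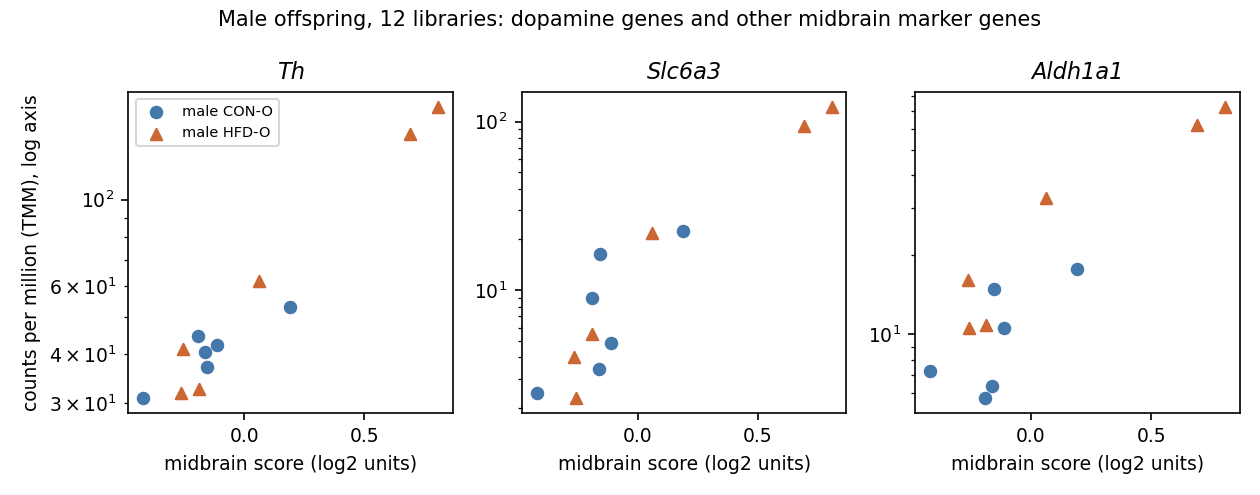
Th, Slc6a3 and Aldh1a1 in TMM-normalized CPM (log axis) against the midbrain score, the mean log2 level of other midbrain marker genes. Each point is 1 of 12 male libraries, with circles for CON-O and triangles for HFD-O.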

We used Ingenuity Pathway analyses (IPA) to determine the top molecular and cellular functions associated with the differentially expressed genes in each sex (Table 1). Further we found that collagen genes and the imprinted *Igf2* gene were all associated with these cellular functions determined by IPA (Table 1).

**Fig 4:**
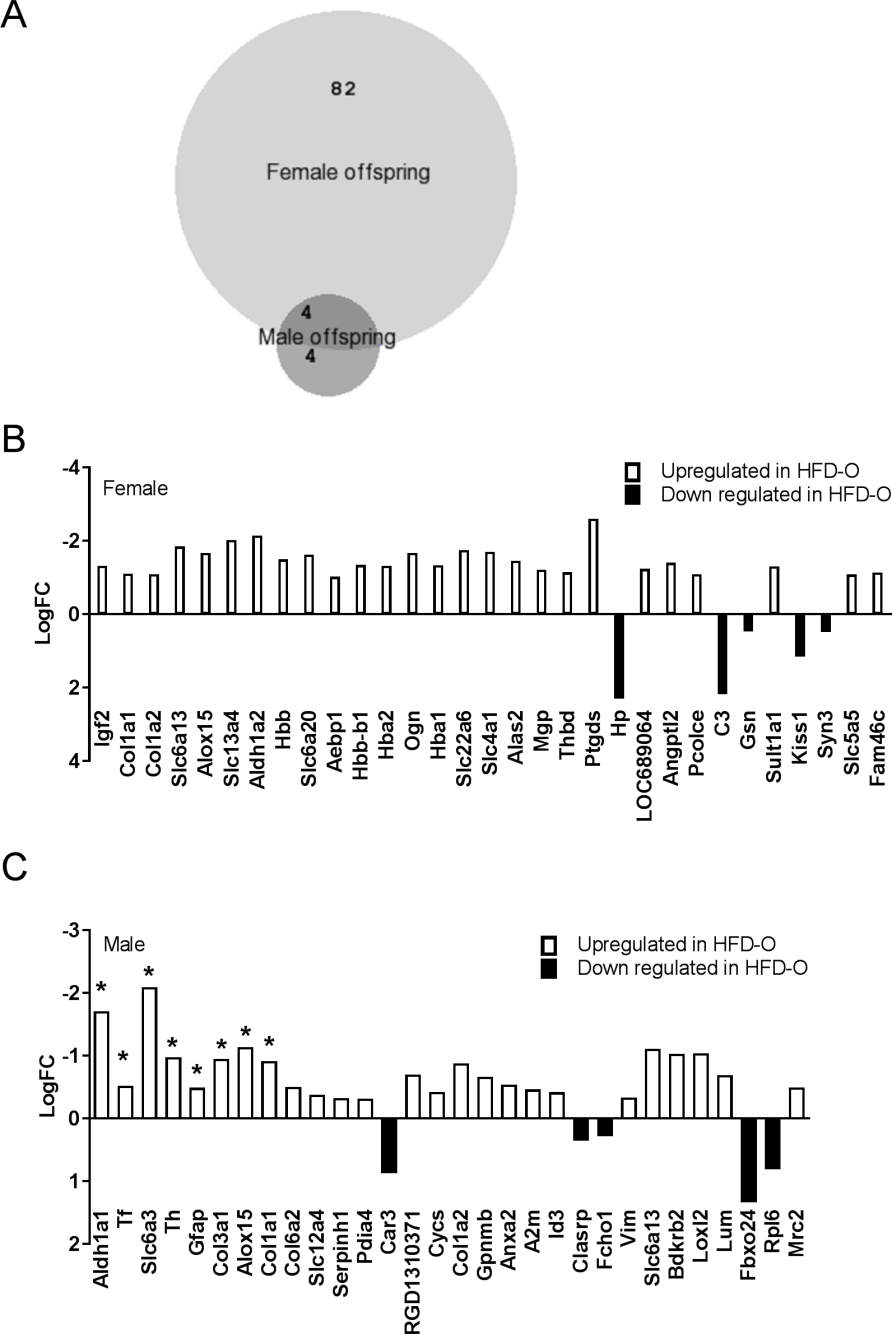
RNA-sequencing data. (A) Venn diagram illustrating differentially expressed genes in male and female offspring with stringent Adj. P-value<0.05. (B) Representation of selected differentially expressed genes in female offspring. All genes indicated have Adj.P-value <0.05. (C) Representation of selected differentially expressed genes in male offspring. All genes have P-value<0.01 or *Adj.p-value<0.05. CON-O (n = 6), HFD-O (n = 6) for both sexes. BioVenn, [31], an online web application was used to generate Venn diagrams.

**Table 1:** Top molecular and cellular functions identified by Ingenuity pathway analyses (IPA).

**Molecular and Cellular Functions (female ADJ.P-VALUE <0.05)**		
**Name**	**p-value range**	**Molecules of interest**
Cell Morphology	1.14E-03–6.16E-15	COL1A1, COL3A2, IGF2
Cellular Assembly and Organization	1.14E-03–6.16E-15	COL1A1, COL1A2, COL5A1, COLA3A1
Cellular Movement	1.31E-03–3.59E-12	COL1A1, COL3A1, IGF2
Cellular Function and Maintenance	1.31E-03–8.00E-12	COL1A1, COL1A2, COL3A1, COL5A1
Cell-to-Cell Signalling and Interaction	1.30E-03–4.74E-10	COL1a1, COL3A1, IGF2
**Molecular and Cellular Functions (male P-VALUE <0.01)**		
**Name**	**p-value range**	**Molecules of interest**
Cell Morphology	9.65E-04–8.68E-14	COL1A1, COL3A1
Cellular Assembly and Organization	9.63E-04–8.68E-14	COL1A1, COL1A2, COL3A1,
Cellular Function and Maintenance	8.99E-04–3.80E-12	COL1A1, COL1A2, COL3A1, IGF2
Cellular Movement	9.52E-04–9.70E-11	COL1A1, COL3A1, IGF2
Cellular Growth and Proliferation	7.73E-04–1.33E-10	COL1A1, COL1A2, COL6A2, IGF2

Genes of interest, such as *Col1a1* and *Igf2*, were identified in these pathways (male and female shown separately).

We validated the RNA-sequencing data for *Col1a1*, *Col1a2*, *Col3a1* and *Igf2* by real-time qPCR (Fig 5). No significant difference was detected in the ratio between mean Ct_Gapdh_ and cDNA concentration for each sample in the two dietary groups (Fig 5A) and therefore gene expression was normalised to the *Gapdh* housekeeping gene. The qPCR data confirmed upregulation of *Col1a1*, *Col1a2*, *Col3a1* and *Igf2* in female HFD offspring (Fig 5B–5E). We were unable to validate upregulation of *Col1a1* and *Col3a1* in male HFD offspring by real-time qPCR (Fig 5B and 5D). Leptin receptor (*LepR*) expression was not altered between the HFD offspring and CON offspring (Fig 5F) groups when assayed by real-time qPCR or RNA-sequencing.

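Lepr, the leptin receptor summed over its isoforms, was at 2.35 ± 0.404 CPM in female CON offspring and 2.95 ± 1.51 CPM in female HFD offspring, with 3 of 6 HFD-O libraries above the CON-O median. The log2 fold change was 0.34 (95% interval −0.29 to 0.97, adjusted p = 0.830, exact permutation p = 0.539). In males it was at 2.89 ± 1.92 and 3.37 ± 2.04 CPM (0.23, 95% interval −0.62 to 1.08, adjusted p = 0.984, 4 of 6, exact permutation p = 0.578). Without male HFD-O 23 the male value was −0.17. With the level of leptomeningeal marker genes in the fit, the Lepr log2 fold change, female, was −0.55 and the Lepr log2 fold change, male, was −0.20. The gene drew 8 to 36 counts per female library and 8 to 59 per male library, and the intervals leave room for about a doubling.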

**Fig 5:**
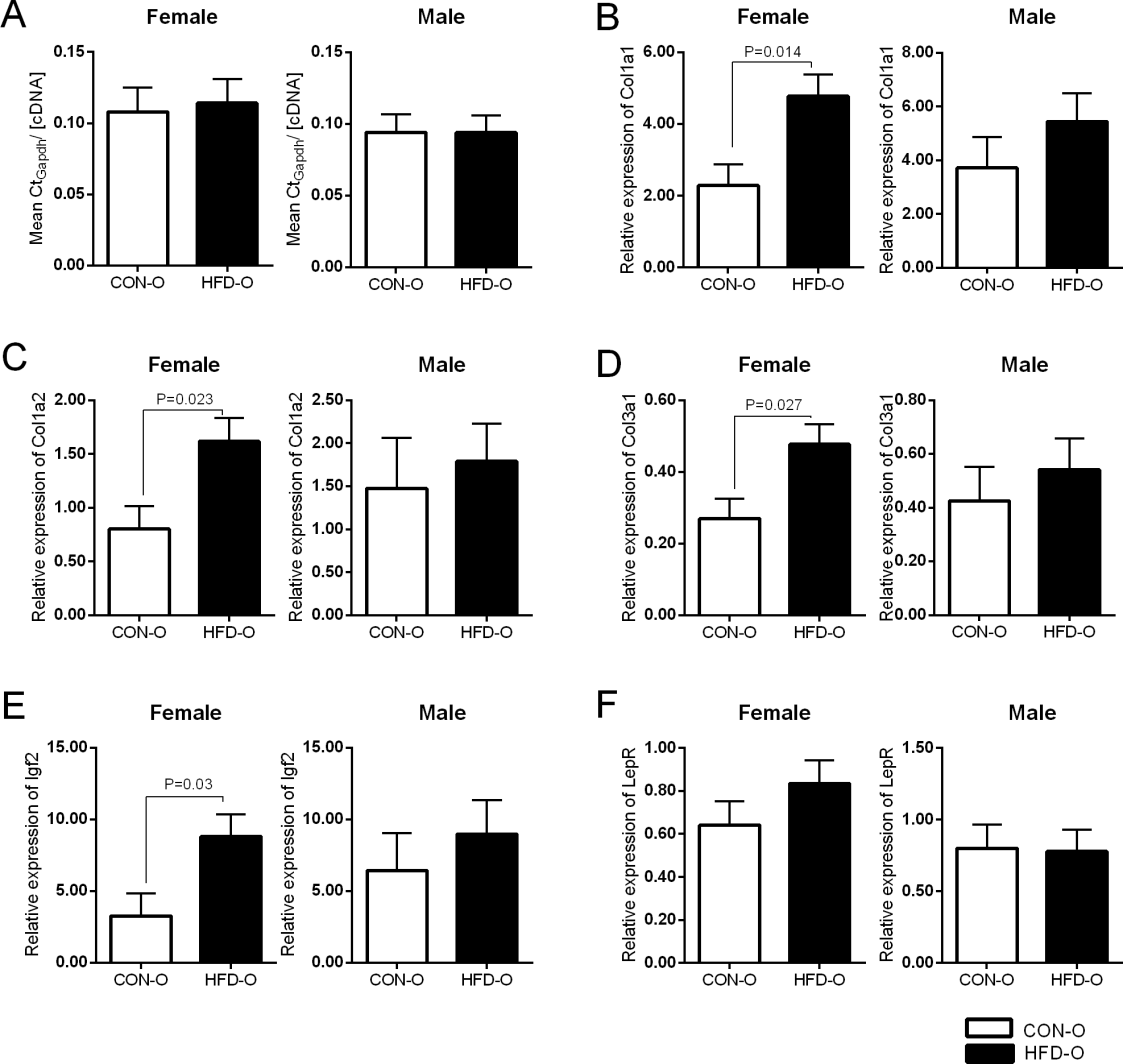
qPCR validation of selected genes from RNA-sequencing data. (A) Ratio of mean Ct_*Gapdh*_ to cDNA concertation did not changed between groups. Relative gene expression of (B) *Cola1a1*, (C) *Cola1a2*, (D) *Col3a1*, (E) *Igf2* and (F) *LepR* was determined by qPCR. All genes analysed showed similar profile to RNA-sequencing, where HFD offspring showed higher expression (significant in female offspring) in all cases except *LepR*. qPCR was run in triplicates, CON-O (n = 5–6), HFD-O (n = 6). Statistical analyses * P<0.05 in SPSS mixed model analyses. Standard errors indicated.

## Discussion

### Maternal phenotype is altered by high fat feeding

We first determined the effect of high in fat diet consumption on adult female *Sprague Dawley* rats. We detected increased bodyweight change in the HFD dams during the 3 week diet, which can be attributed to the higher daily energy intake from to the diet. However, despite the increased energy intake during pregnancy, the HFD dams did not display a significant change in bodyweight during pregnancy. Weight changes during pregnancy could be affected by the number of pups the female is carrying, leading to larger bodyweight variations between groups. This could further mask the effect of high fat diet on bodyweight changes during pregnancy. While we did not detect significant variation in the litter sizes at PN1 or PN10, the mean litter size at PN1 showed tendency to be smaller in high fat diet group compared to control diet group (S1 Fig). While smaller litter size in HFD group could indicate increased embryonic lethality, due to our study set up, embryonic lethality was not assessed in our study. Therefore, we are unable to evaluate whether the litter sizes at PN1 were affected by embryonic lethality. Furthermore, we cannot rule out the potential effect of the litter size variation on the bodyweight during pregnancy. Further, it is important to note that bodyweight data for the 3 week included all female adult rats (even those that did not fall pregnant in the later time point), while only the animals that had successful pregnancies were included in the later time points. This could potentially contribute to the difference seen in the bodyweight results between 3 week diet and pregnancy.

At the PN10 endpoint HFD dams exhibited increased plasma leptin concentration. Leptin is expressed in the white adipose tissue and circulating leptin levels are found to increase with increasing body adiposity. We were unable to detect difference in the fat mass between the two dietary groups, despite the fact that the HFD dams exhibited increased plasma leptin. This suggests that small elevations in body fat could be the source of increased plasma leptin in these animals, or perhaps that this fat is showing greater endocrine activity per unit of mass. Maternal high fat diet consumption is also reported to alter leptin concentration in the breast milk, however the results vary greatly [16, 32, 33]. For example, Sun et al. showed that maternal high fat feeding was associated with increased maternal plasma leptin, but had no effect on milk leptin concentration at PN10 [32]. The same study further demonstrated increased concentration of leptin in the milk at PN21 [32]. Vogt et al also demonstrated increased milk leptin concentration in high fat diet consuming dams at PN19 [16]. Conversely, no impact of maternal high fat diet to milk leptin levels at PN21 was reported by Purcell et al. [33]. Similarly to study reported by Sun et al.[32], we were unable to detect changes in the milk leptin concentration at PN10, despite the elevated maternal plasma leptin levels. The extent to which the milk leptin level is altered by maternal diet, could therefore be dependent on the maternal diet and on the time point when milk is analysed during lactation.

At PN10 time point HFD dams displayed reduced blood glucose. During lactation, mothers have increased energy requirements to support infant growth. In our study HFD dams reduced their energy intake during lactation to the level of the CON dams, which indicates that their food intake (adjusted for weight) decreased during the postnatal period. HFD offspring were also found to be larger and could therefore be anticipated to have higher energy requirements and potentially consume more milk to meet these requirements when compared to CON offspring. Others have shown that high fat diet mothers spend more time nursing and grooming, while their offspring exhibit increased milk consumption [33]. We did not investigate the feeding behaviour of offspring in our studies and therefore are unable to conclude whether this would contribute to decreased maternal feeding and blood glucose after birth or whether other factors, such as the well documented postpartum hypoglycaemic episodes experienced by diabetic women played role in this.

### Offspring phenotype and metabolic parameters

Previous studies have extensively shown that maternal dietary manipulation has long lasting effects on offspring health. We observed increased body length, weight and adiposity in the offspring of maternal HFD at PN10. Additionally, HFD offspring displayed increased blood glucose and circulating plasma leptin indicating that HFD pups have impaired metabolic function. Previous studies have reported sex-specific effect of maternal diet [20, 29, 30]. We failed to observe a significant interaction between diet and sex upon plasma leptin and blood glucose concentration, suggesting that maternal HFD did not have a sex-specific effect on the offspring metabolic profile at this early time point. However, we cannot rule out the possibility that other parameters, such as plasma lipids, which were not explored in this study, could display sex-specific traits in these animals. Additional studies in maternal dietary models should be encouraged to increase our understanding of sex-specific impacts of maternal diet.

Our investigation into transcriptional changes in the neonatal hypothalamus found that maternal high fat diet altered expression of genes coding for extracellular matrix (ECM) proteins. Components of ECM in the brain include proteoglycans (e.g., agrin), glycoproteins (e.g., reeling) and fibrous glycoproteins (e.g. collagens) [34]. ECM proteins have been suggested to regulate neural development, survival, and migration and synapse formation (reviewed in [34]). Collagens are a family of extracellular and transmembrane proteins that commonly consist of three alpha-chains organised in helical structures. During development collagens may play important role in axon guidance, synaptogenesis and brain architecture [35]. We detected changes in *Col1a1* and *Col3a1* in both female and male HFD offspring. Additionally, other ECM proteins, namely laminin subunit gamma3 (*lamc3*) and fibronectin 1 (*fn1*), were significantly changed in the female offspring, further suggesting role for ECM components in hypothalamic development. 

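Lamc3, a laminin chain of basement membranes, was at 14.5 ± 3.37 CPM in female HFD offspring and 9.19 ± 0.639 CPM in CON offspring (log2 fold change 0.65, standard error 0.14, adjusted p = 0.214 by quasi-likelihood and 0.013 by the likelihood ratio test). Every HFD-O library lay above every CON-O library (exact permutation p = 0.0022). Fn1, fibronectin, was at 96.6 ± 22.4 against 72.9 ± 10.1 CPM (0.41, standard error 0.13, adjusted p = 0.445, 5 of 6 libraries, exact permutation p = 0.0390). In males Lamc3 was higher by 0.55 (standard error 0.21, 17.1 ± 5.05 against 11.7 ± 3.66 CPM) and Fn1 by 0.20 (standard error 0.18). The male effect less the female effect was −0.11 for Lamc3 and −0.21 for Fn1.

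Matrix glycoproteins as a group were higher in 24 of 27 cases in female HFD offspring, among them the fibulin Fbln1 (0.72, standard error 0.19) and the nidogen Nid2 (0.46, standard error 0.12). Of these, 13 passed when adjusted over the list alone (camera adjusted p = 3.7e-14, and adjusted p = 0.0339 with an estimated correlation). The 19 outside Table S2, 16 of them higher, had 0 passing and a camera adjusted p = 0.000229, and adjusted p = 0.253 with an estimated correlation. The small leucine-rich proteoglycans, which bind collagen fibrils, had 6 of 6 members higher and 5 adjusted over the list alone (camera adjusted p = 4.7e-10, and adjusted p = 0.0496 with an estimated correlation). Lum was higher by 0.69, Ogn by 1.68 and Dcn by 0.97. Table S2 holds all of these and Bgn, which left fewer than 3 measured members to test. The proteoglycans and link proteins of the brain's own matrix were not called (camera adjusted p = 0.874). In males the glycoproteins were higher in 24 of 27 cases (camera adjusted p = 5.2e-06, and adjusted p = 0.410 with an estimated correlation) and the leucine-rich proteoglycans in 6 of 6 (7.2e-06, and adjusted p = 0.284 with an estimated correlation). With the level of the leptomeningeal markers, which were higher as well, in the fit, Fn1 was higher by 0.26 in females and Lamc3 by 0.55. With the erythroid score in the fit, the Lamc3 log2 fold change, female, was 0.35.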

There is a lack of data defining the roles for the ECM components, particularly collagens, in hypothalamic development during early postnatal life in maternal high fat diet models. Interestingly, altered expression of collagens have been identified in other tissues in a postnatal overfeeding model [36]. In this study, increased collagen expression was demonstrated in the offspring’s heart. The gene expression changes were associated with increased body adiposity, plasma cholesterol, leptin and insulin levels, as well as, altered cardiovascular function at 7 months old suggesting that dietary manipulation during early development may have long lasting effects on the health of the next generation [36].

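Npy, the orexigenic peptide of the arcuate nucleus, was at 41.7 ± 10.0 CPM in female HFD offspring and 45.9 ± 7.11 CPM in CON offspring (log2 fold change −0.14, 95% interval −0.44 to 0.15, adjusted p = 0.851). Agrp, made by the same neurons, was at 9.73 ± 3.52 against 10.5 ± 1.85 CPM (−0.12, 95% interval −0.56 to 0.32, adjusted p = 0.922). Pomc, the precursor of the anorexigenic melanocortins, was at 26.8 ± 6.82 against 27.9 ± 3.40 CPM (−0.06, 95% interval −0.37 to 0.25, adjusted p = 0.948). Of the HFD-O libraries 3 of 6 lay above the CON-O median for each gene. Without HFD-O 24 the Agrp log2 fold change, female, was 0.02 and the Pomc log2 fold change, female, was 0.06.

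In males Npy was at 40.3 ± 4.95 against 38.6 ± 9.54 CPM (0.06, standard error 0.14, adjusted p = 0.992) and Agrp at 9.75 ± 2.30 against 8.64 ± 4.35 CPM (0.17, standard error 0.36, adjusted p = 0.989). Pomc was at 25.7 ± 4.51 against 20.0 ± 7.94 CPM (0.35, standard error 0.24, 5 of 6 libraries, exact permutation p = 0.158). Library CON-O 11 was low in all of these genes, with Agrp at 0.302 CPM. Without it the log2 fold changes were −0.06 for Npy, −0.08 for Agrp and 0.16 for Pomc. Without HFD-O 23 the Npy log2 fold change, male, was −0.01. Mc4r, the melanocortin receptor that reads Agrp and Pomc peptides, was higher by 0.37 in females (standard error 0.16, adjusted p = 0.675, 6 of 6 libraries, exact permutation p = 0.0303). The list of 32 appetite genes was not called in females (24 lower, camera adjusted p = 0.154) or males (17 higher, camera adjusted p = 0.819), with 0 genes adjusted over the list alone.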

We did not detect changes in the transcription of hypothalamic appetite regulatory neuropeptides (e.g., NPY, AgRP and POMC). Interestingly, previous reports of the gene expression levels of the appetite regulatory pathways vary greatly between studies [16, 37, 38]. For example, Morris and Chen 2008, showed that maternal high fat diet before and during gestation led to decreased expression of NPY and POMC in PN1 offspring [37], while in a postnatal over feeding model offspring exhibited increased NPY and AgRP transcripts in PN24 [38]. Thus, impact of maternal diet on hypothalamic transcriptome may be dependent on timing of intervention, dietary model used, as well as, the timing of the mRNA analyses. In our model, dams received high fat diet from 3 weeks prior mating, during pregnancy and lactation and until PN10 end point. Therefore, transcriptional changes observed in our study may have origins from gestational period, postnatal period or both. Notwithstanding, we aimed to determine the impact of maternal high fat diet on hypothalamic transcriptome at time when neuronal circuits are developing at around PN10. We believe that our study has highlighted important transcriptional changes in hypothalamus of the offspring of high fat diet consuming dams during a critical developmental time window. In addition, consideration should be given to our choice of using whole hypothalamus rather than hypothalamic nuclei in our study. Heterogeneity of tissues has previously been suggested to have potential to impact ability of RNA-sequencing to estimate abundancy of transcripts [39]. Yet this may be possible, use of whole hypothalamic extract in our study ensured material availability for RNA-sequencing. We found that the real time qPCR data correlated well with the RNA sequencing results in the female offspring. Conversely, we were unable to validate the increased expression of *Col1a1* and *Cola3a1* detected by RNA-sequencing in the male offspring. This could be due to the methodological differences between RNA sequencing and qPCR (reviewed in [40]), or due to the fact that we had one less sample in the male CON offspring in qPCR (n = 5 not n = 6). This could contribute to difference in results between RNA-sequencing and qPCR. We believe our data identifies changes in the neonatal hypothalamic transcriptome that may ultimately be the result of maternal high fat consumption.

Interestingly we observed upregulation of the imprinted *Igf2* gene in the female HFD offspring. The imprinted growth promoting *Igf2* gene is expressed highly during early development and is important for normal brain development (reviewed in [41]). In a *Zebrafish* model, disruption of *Igf2* expression is associated with abnormal brain structures [42]. Previous studies have demonstrated that maternal dietary manipulations alter transcriptional status of imprinted genes [43–45]. We observed significant increase of two imprinted genes, namely *Igf2* and Cyclin-Dependent Kinase Inhibitor 1C (*Cdkn1c*), in the female HFD offspring compared to CON offspring. 

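Cdkn1c, the maternally expressed brake on the cell cycle, was at 44.0 ± 12.6 CPM in female HFD offspring and 26.8 ± 5.56 CPM in CON offspring, with 6 of 6 libraries above the CON-O median (exact permutation p = 0.0130). The log2 fold change was 0.72 (standard error 0.17, adjusted p = 0.239 by quasi-likelihood and 0.021 by the likelihood ratio test). With the level of the leptomeningeal markers in the fit the Cdkn1c log2 fold change, female, was 0.21, and with the erythroid score it was 0.38. In males Cdkn1c was higher by 0.40 (standard error 0.19, 4 of 6 libraries, exact permutation p = 0.260). Igf2 was higher there by 0.76 (standard error 0.44, 5 of 6, exact permutation p = 0.130), at 244 ± 140.0 against 144 ± 121 CPM. The male effect less the female effect was −0.56 (standard error 0.59) for Igf2 and −0.32 (standard error 0.28) for Cdkn1c, with adjusted p = 1.00 for each.

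Igf2 and Cdkn1c did not move with imprinted genes at large. Of 21 measured in females, 16 were lower and 5 higher (camera adjusted p = 0.176, direction lower). Igf2 and Cdkn1c were the 2 that passed when adjusted over the list alone, and the 19 others leaned lower (camera adjusted p = 0.0044, and adjusted p = 0.298 with an estimated correlation). Among them, Plagl1, a regulator of Igf2 and Cdkn1c, was at −0.21 (standard error 0.10) and Asb4, a ubiquitin ligase adaptor of the arcuate nucleus, at −0.23 (0.10). H19, the untranslated neighbor of Igf2, was at −0.99. That rested on CON-O 12 at 73.8 CPM, and without this library it was at 0.10. In males 10 of 22 imprinted genes were higher (camera adjusted p = 0.819).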

Maternal low protein diet has been shown to increase expression of *Cdkn1c* mRNA in the offspring [25]. Interestingly, both *Igf2* and *Cdkn1c* have been suggested to have a role in dopaminergic neuron differentiation [46–48]. The dopamine system consists of neurons in several brain regions, including ventral tegmental area, substantia nigra and hypothalamus. In our study increased expression of *Cdkn1c* could indicated that maternal high fat diet consumption impacts hypothalamic dopamine neurocircuitry, however the behavioural outcome of this programming warrants further investigation. Vucetic *et al*. showed that maternal consumption of low protein diet during pregnancy and lactation altered *Th* and *Dat1* expression in several brain regions in offspring [25]. In agreement with this study we observed changes in expression of the two genes involved regulation of dopamine availability, namely *Th* and *Slc6a3* (also known as *Dat1*). Interestingly, these changes were only significant in the male HFD offspring. Our data suggest that maternal high fat consumption may impact hypothalamic dopamine system in hypothalamus at PN10 in a sex-specific manner. 

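In female HFD offspring Th was at 65.4 ± 26.4 CPM against 49.2 ± 27.0 CPM in CON offspring (log2 fold change 0.42, standard error 0.28, adjusted p = 0.785, 5 of 6 libraries, exact permutation p = 0.216). Slc6a3 was at 23.3 ± 22.3 against 12.4 ± 20.7 CPM (0.95, standard error 0.75, adjusted p = 0.816, 6 of 6, exact permutation p = 0.188). Aldh1a1 was higher by 0.91 (standard error 0.49) in 6 of 6. Library CON-O 2 was high in all of these genes, with Th at 103.8 CPM. Without it the Slc6a3 log2 fold change, female HFD-O over CON-O, was 2.56, that of Th 0.78 and that of Aldh1a1 1.65. Without HFD-O 18 the Slc6a3 log2 fold change, female, was 0.33, the Th log2 fold change, female, was 0.19 and the Aldh1a1 log2 fold change, female, was 0.42. Tf was at 43.7 ± 6.02 against 56.3 ± 44.3 CPM (−0.36, standard error 0.32), and at 0.18 without CON-O 12.

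The male effect less the female effect was 0.56 for Th (standard error 0.52), 1.15 for Slc6a3 (95% interval −1.41 to 3.71), 0.80 for Aldh1a1 (standard error 0.76) and 0.89 for Tf (standard error 0.39), each with adjusted p = 1.00. Dopamine synthesis, transport and receptor genes were higher in 12 of 13 cases in females (camera adjusted p = 0.0387, and adjusted p = 0.323 with an estimated correlation). In males 8 of 13 were higher (camera adjusted p = 0.0117, and adjusted p = 0.284 with an estimated correlation). In either sex 0 passed when adjusted over the list alone. The list holds Th and Slc6a3, which the study chose for Table S2 from the male libraries, so it is not independent evidence in males. Markers of midbrain dopamine neurons were higher in 14 of 15 cases in females too (camera adjusted p = 0.00839, and adjusted p = 0.458 with an estimated correlation). Those 15 also include Th, Slc6a3 and Aldh1a1. With the midbrain score in the fit, Th in males had a log2 fold change of 0.07 (standard error 0.11) and Slc6a3 −0.23. From changes in Th and Slc6a3 that reached significance in males only, the paper proposes a possible sex-specific effect on the dopamine system of the hypothalamus. It also takes the higher Cdkn1c of female HFD offspring as a possible sign of an effect on dopamine circuits there.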

How these transcriptional changes may contribute to hypothalamic programming will need to be addressed in further studies.

In summary, our data shows that maternal high fat diet consumption alters both phenotype and metabolic status of the offspring at PN10. These changes are associated with gene expression changes in the hypothalamus. We observed increased expression of collagen genes in both sex, while other genes, such as imprinted *Igf2* gene and dopamine-related genes *Th* and *Dat* were altered in a sex-specific manner. Further studies are needed to assess the exact role of these genes in the developing hypothalamus and whether these events may contribute to development of obesity in later life.

## Supporting information

S1 Table Nutritional parameters of the diets.

S2 Table List of differentially expressed genes in female and male offspring.

S1 Fig Litter sizes at PN1 and PN10.

# Supplementary material for: Impact of maternal high fat diet on hypothalamic transcriptome in neonatal Sprague Dawley rats
**Source:** PLoS One. 2017 Dec 14;12(12):e0189492. doi: 10.1371/journal.pone.0189492
**Supplement:** S1 Table

**Calculated Nutritional Parameters**<br>(% indicates values v/w)	**HFD**	**CON**
Protein	22.60%	22.60%
Total Fat	23.50%	5.30%
Crude Fibre	5.40%	5.40%
AD Fibre	5.40%	5.40%
Digestible Energy	19 MJ / Kg	15.4 MJ / Kg
Energy contribution for non-fibre carbohydrates	6.56 MJ/Kg (34.5%)	9.50 MJ/Kg (61.7%)
Total calculated digestible energy from lipids	43.00%	12.00%
Total calculated digestible energy from protein	21.00%	25.80%
**Ingredients**	**HFD**	**CON**
Casein (Acid)	233 g/Kg	233 g/Kg
Sucrose	201 g/Kg	201 g/Kg
Lard	207 g/Kg	23 g/Kg
Soya Bean Oil	29 g/Kg	29 g/Kg
Cellulose	58 g/Kg	58 g/Kg
Wheat Starch	92 g/Kg	276 g/Kg
Dextrinised Starch	117 g/Kg	117 g/Kg
L Methionine	3.5 g/Kg	3.5 g/Kg
Calcium Carbonate	6.4 g/Kg	6.4 g/Kg
Sodium Chloride	2.6 g/Kg	2.6 g/Kg
AIN93 Trace Minerals	1.6 g/Kg	1.6 g/Kg
Potassium Citrate	19.2 g/Kg	19.2 g/Kg
Dicalcium Phosphate	15.1 g/Kg	15.1 g/Kg
Potassium Sulphate	1.6 g/Kg	1.6 g/Kg
Choline Chloride (75%)	1.3 g/Kg	1.3 g/Kg
AIN93 Vitamins	12 g/Kg	12 g/Kg
**Calculated Fatty Acid Composition**<br>(% indicates values v/w)	**HFD**	**CON**
Saturated Fats C12	0 or less Trace	0 or less Trace
Myristic Acid 14:0	0.30%	0.04%
Palmitic Acid 16:0	5.80%	0.90%
Stearic Acid 18:0	3.70%	0.50%
Other Saturated Fats	0.10%	0.03%
Palmitoleic Acid 16:1	0.40%	0.05%
Oleic Acid 18:1	7.70%	1.50%
Gadoleic Acid 20:1	0.20%	0.02%
Linoleic Acid 18:2 n6	4.46%	1.80%
Linolenic Acid 18:3 n3	0.49%	0.20%
EPA 20:5 n3	No data	No data

DHA 22:6 n3	No data	No data
Total n3	0.52%	0.23%
Total n6	4.50%	1.82%
Total Mono Unsaturated Fats	8.24%	1.53%
Total Poly Unsaturated Fats	5.11%	2.07%
Total Saturated Fats	10.03%	1.50%

# Supplementary material for: Impact of maternal high fat diet on hypothalamic transcriptome in neonatal Sprague Dawley rats
**Source:** PLoS One. 2017 Dec 14;12(12):e0189492. doi: 10.1371/journal.pone.0189492
**Supplement:** S2 Table

Female differentially expressed genes, adj.P-value<0.05			
Name	logFC	PValue	adj.p.value
Igf2	-1.323	1.4E-15	2.0E-11
Col1a1	-1.104	2.3E-14	1.1E-10
Col1a2	-1.095	2.9E-13	8.9E-10
Slc6a13	-1.848	4.8E-12	1.1E-08
Alox15	-1.670	6.8E-12	1.4E-08
Col3a1	-1.008	4.0E-11	7.1E-08
Slc13a4	-2.023	1.2E-10	1.9E-07
Aldh1a2	-2.143	6.1E-10	7.9E-07
Hbb	-1.495	7.4E-10	8.7E-07
Ifi27	-0.890	1.0E-09	1.1E-06
Slc6a20	-1.627	1.4E-09	1.3E-06
Aebp1	-1.020	1.4E-09	1.3E-06
Hbb-b1	-1.345	1.9E-09	1.6E-06
Hba2	-1.321	3.0E-09	2.3E-06
Ogn	-1.670	5.6E-09	3.4E-06
Hba1	-1.340	5.6E-09	3.4E-06
Slc22a6	-1.749	6.1E-09	3.6E-06
Slc4a1	-1.701	1.2E-08	6.5E-06
Cdkn1c	-0.717	1.2E-08	6.5E-06
Bgn	-0.694	2.3E-08	1.2E-05
Alas2	-1.459	8.0E-08	3.5E-05
Gjb2	-0.948	1.6E-07	6.4E-05
Mgp	-1.214	1.6E-07	6.4E-05
Thbd	-1.143	1.7E-07	6.4E-05
Fbln1	-0.722	3.7E-07	1.3E-04
Colec12	-0.996	4.5E-07	1.6E-04
Ptgds	-2.597	7.1E-07	2.3E-04
Slc12a4	-0.479	7.2E-07	2.3E-04
Gjb6	-0.854	8.0E-07	2.5E-04
Hp	2.307	1.5E-06	4.5E-04
LOC689064	-1.233	1.9E-06	5.3E-04
Angptl2	-1.399	1.9E-06	5.5E-04
Cxcl12	-0.427	3.2E-06	8.9E-04
Serpinh1	-0.319	4.7E-06	1.3E-03
Col5a1	-0.645	5.7E-06	1.5E-03
Pcolce	-1.085	1.1E-05	2.7E-03
Dcn	-0.966	1.4E-05	3.2E-03
Nbl1	-0.369	1.4E-05	3.2E-03
Cfh	-0.495	1.5E-05	3.4E-03
C3	2.179	1.7E-05	3.6E-03
Ghdc	-0.456	2.3E-05	4.9E-03

Lamc3	-0.652	2.6E-05	5.4E-03
Sult1a1	-1.302	2.9E-05	5.8E-03
Gsn	0.468	2.9E-05	5.8E-03
Fn1	-0.405	3.4E-05	6.7E-03
Ctss	-0.402	3.4E-05	6.7E-03
Txnip	-0.353	3.5E-05	6.7E-03
Mrc1	-0.796	5.3E-05	1.0E-02
Col6a2	-0.457	6.4E-05	1.2E-02
Kiss1	1.162	6.7E-05	1.2E-02
Efemp1	-0.930	6.7E-05	1.2E-02
Syn3	0.484	7.1E-05	1.3E-02
Ptrf	-0.466	7.2E-05	1.3E-02
Slc5a5	-1.081	7.8E-05	1.4E-02
Gfap	-0.346	7.8E-05	1.4E-02
LOC287167	-1.014	8.0E-05	1.4E-02
Cpeb4	0.339	8.3E-05	1.4E-02
Rsad2	-0.977	9.6E-05	1.6E-02
Avp	-0.499	1.0E-04	1.6E-02
Lum	-0.689	1.1E-04	1.8E-02
Fcho1	0.275	1.1E-04	1.8E-02
Nid2	-0.458	1.2E-04	1.8E-02
Mfap4	-0.549	1.3E-04	1.9E-02
Vwf	-0.368	1.4E-04	2.2E-02
Egflam	-0.503	1.6E-04	2.4E-02
Mrc2	-0.469	1.7E-04	2.6E-02
Kank2	-0.446	1.8E-04	2.6E-02
Vtn	-0.404	1.8E-04	2.6E-02
Pltp	-0.279	1.9E-04	2.8E-02
Man2b2	-0.555	2.1E-04	3.0E-02
Fgl2	-0.791	2.2E-04	3.0E-02
Olfml2a	-0.357	2.2E-04	3.0E-02
Rarres2	-0.939	2.2E-04	3.0E-02
Fstl1	-0.326	2.3E-04	3.1E-02
Cdc25b	-0.480	2.5E-04	3.2E-02
Fam46c	-1.137	2.8E-04	3.6E-02
Anxa5	-0.318	2.9E-04	3.7E-02
Slc2a12	-0.477	3.0E-04	3.7E-02
Slc16a11	-0.611	3.0E-04	3.7E-02
Rpp40	-0.739	3.2E-04	3.8E-02
Slc9a2	-0.969	3.2E-04	3.8E-02
Myh9	-0.283	3.4E-04	4.1E-02
Dab2	-0.416	3.5E-04	4.2E-02
Fau	-0.360	3.7E-04	4.3E-02

Serpinb6b	-0.945	4.0E-04	4.6E-02
Serping1	-0.678	4.4E-04	4.9E-02

**Male differentially expressed genes, adj.P-value<0.05**			
Name	logFC	PValue	adj.p.value
Aldh1a1	-1.709	6.8E-11	9.6E-07
Tf	-0.522	1.6E-06	5.4E-03
Slc6a3	-2.093	1.9E-06	5.4E-03
Th	-0.978	1.9E-06	5.4E-03
Gfap	-0.492	2.3E-06	5.4E-03
Col3a1	-0.951	5.0E-06	1.0E-02
Alox15	-1.140	1.9E-05	2.9E-02
Col1a1	-0.917	2.6E-05	3.6E-02

How the deposited data were processed for this re-analysis (not part of the article)

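RNA was sequenced from the whole hypothalamus of 24 Sprague Dawley pups at PN10: 6 female and 6 male offspring of dams on the control diet (CON-O, 12% of digestible energy from lipids) and 6 female and 6 male offspring of dams on the high fat diet (HFD-O, 43%). The authors describe library preparation, quality checks with FastQC, trimming with Trimmomatic, mapping with Bowtie2 and tests with edgeR; their deposited notes list FastQC, TopHat and edgeR with genome build rn6. The program that assigned reads to genes, the annotation, the strand setting and the versions are not given in the sources used here.

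The authors deposited 2 tables, 1 per sex, each with 12 libraries. In each the authors give whole-number counts per gene and library, which were used for every value here. Their sum over the 12 libraries equals the total the authors print for each gene. The first block of library columns in the deposited tables holds another unit, the counts divided by 12 constants that cycle down the list of genes, and was not used as expression values. The authors' logFC and logCPM are on the log2 scale, and their logFC is CON over HFD, the reverse of the sign used here. The authors' LR is the score of their likelihood ratio test, and their dispersion is the spread of the counts that this test assumed. The authors' p-value columns hold the p-value of that test and its Benjamini-Hochberg adjusted p-value over all genes of the table, and were used only for comparison. Spreadsheet dates stood in place of 23 gene names in one table and 24 in the other, and genes with an older symbol were matched to the current one where the reference allowed it. Neither table lists Xist or genes of the Y chromosome, so the sex labels could not be checked.

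Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures drawn in Python 3.11.15 with matplotlib 3.10.9. Genes were kept by filterByExpr (minimum count 10, minimum total count 15): 11409 in females, 11476 in males and 11630 over all libraries, which held 99.9% of the counts. Normalization was by TMM, with factors from 0.978 to 1.018. The test was edgeR's quasi-likelihood F test within each sex, and over all 24 libraries a fit with sex, maternal diet and their interaction gave the difference between the sexes and the effect over both together. P-values were adjusted by Benjamini-Hochberg over all genes kept, with calls at adjusted p 0.05. These settings were chosen before the data were examined.

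Genes are named in the text because the paper names them, because they lie in Table S2, because they stand highest in a gene list or a test, or because they mark a cell type; a name does not mean that a gene was called. The gene lists, 33 fixed in advance from general knowledge, covered the extracellular matrix (collagens, collagen folding and processing, matrix glycoproteins, small leucine-rich proteoglycans, the brain's own matrix), the hypothalamus (appetite genes, neuroendocrine genes, dopamine genes, imprinted genes, axon guidance), cell types (leptomeninges, border macrophages, endothelium, mural cells, erythroid cells, microglia, astrocytes, tanycytes, ependyma, oligodendrocytes and their precursors, neurons, choroid plexus, neutrophils with acute-phase genes, anterior pituitary), tissue beside the hypothalamus (midbrain dopamine neurons, thalamus, telencephalon) and responses (interferon, retinoic acid, fatty acid oxidation, cholesterol synthesis, immediate early genes). Lists with at least 3 measured members were tested with camera at a preset correlation of 0.01, again with the correlation estimated, and with fry, and anterior pituitary genes, with 2 measured, were not tested. A list of 22 endoplasmic reticulum chaperones was added after the calls over both sexes were seen. Scores of leptomeninges, erythroid cells, midbrain and oligodendrocytes are means of log2(CPM + 1) over marker genes outside Table S2, each centred within its sex.

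Library totals ran from 6132112 to 7994399 counts and did not differ between diets (exact permutation p = 0.318 in females and 0.706 in males). The biological coefficient of variation was 0.0951 in females and 0.100 in males. Tested on simulated data with 200 changed genes and these totals and dispersions, over 5 simulations the quasi-likelihood test found 41.6% of genes changed by a fold of 1.25 in females, 76.7% at 1.5 and 93.0% at 2, with 3.84% of its calls false; the likelihood ratio test found 47.9%, 82.1% and 95.7% with 11.4% false, and DESeq2 46.9%, 79.7% and 93.9% with 10.7% false. In males the quasi-likelihood test found 43.0%, 77.3% and 94.2%, and over both sexes together 68.1%, 89.6% and 97.0%. For the difference between the sexes it found 20.9%, 57.0% and 84.2%. The simulated genes varied independently of one another, without tissue differences shared by many genes, so these shares may not hold for the real libraries.

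Alternatives were the likelihood ratio test, DESeq2, limma-voom with and without quality weights, robust fitting, other normalizations, no filter and a filter of 10 counts in every library, adjusted p of 0.1 and 0.01, a single fit of all libraries, scores as covariates, and every library left out in turn. Groups were compared by exact permutation over all assignments of 6 of 12 libraries, and the diet labels were redrawn in 100 splits per comparison. No library was left out of the main analysis and no library pair was a duplicate (Pearson r of log2 CPM from 0.977 to 0.990). Pathway analysis was not used here, and the real-time qPCR, the body measurements and the blood measurements were not analysed here. Genomic coordinates are not printed because the reference held a later build than rn6.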

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

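The tests at equal leptomeninges and midbrain scores within the data that raised them, that of the endoplasmic reticulum chaperones at equal leptomeninges score and those that move pairs of libraries were chosen after the results were seen; the other tests of the patterns below were written down before they were run. Single libraries were compared with their own group over 114 tests by a rule that chance meets about 1 time in 20, so 5.7 were expected and 10 were met.

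In 1 female CON-O library, CON-O 12, genes of liver drew 5287 counts against 222 to 467 in the other libraries of its group, and Tf and H19 were high there too. Female CON-O 2 had a midbrain score of 0.409 (others −0.278 to −0.078), with Th at 103.8 CPM (33.7 to 45.2) and Aldh1a1 at 38.3 CPM (5.11 to 9.69), and Lamc3 in female CON-O 10 was at 7.92 CPM (9.14 to 9.62). Male CON-O 11 was low in the arcuate peptides Npy (20.7 CPM, others 37.7 to 48.5), Agrp (0.302, others 8.49 to 13.0) and Pomc (5.43, others 19.0 to 27.3). Gapdh was at 0.951 CPM in male CON-O 7 (1.72 to 2.19), a gene with few counts here, and haemoglobin took 0.581% of counts in male HFD-O 21 (0.056 to 0.231). Which tissue each dissection took in was not tested.

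Between the sexes camera passed 2 gene lists: leptomeningeal genes were higher by less in males (camera adjusted p = 0.0029, median difference −0.25; 0.812 with an estimated correlation), and for neutrophil and acute-phase genes the male effect lay above the female effect (0.036; 0.421 with an estimated correlation) in 6 of 6 measured genes. Of these 6, Hp and C3 are in Table S2 and had their highest female counts in CON-O 12; the other 4 were higher in males in 4 of 4 cases and in females in 2 of 4. Without Table S2 genes neither list was called (0.0721 for each). With pairs of consecutive library numbers as a fixed block the neutrophil list was not called (0.101), the leptomeningeal list was (0.00214) and erythroid genes were too (0.0163, lower by the male less the female effect), each at 0.838 with an estimated correlation. As many lists were called in 99 of 100 splits of the same libraries (highest other 19), so chance cannot be excluded for this difference between the sexes. Over both sexes together 22 of 11630 genes were called with every library taken as independent.

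The 79 female genes upregulated in Table S2 varied with a score of leptomeningeal genes outside that table among libraries of 1 diet, with a median Pearson r of 0.75, 64 of the 79 at 0.5 or more, where 4.64% of all genes reached that. At equal score their median log2 fold change in females was 0.32, from 0.79, with a jackknife standard error of 0.10, so it cannot be told whether more leptomeninges in the HFD-O samples makes up the whole difference. In males, whose libraries did not choose the genes, the mean difference at equal score was 0.14 (95% interval −0.045 to 0.329, permutation p = 0.108), and in females it was 0.32 (0.154 to 0.478). The bound set beforehand, 50% of the female difference without the score (0.760), was the wrong comparison because that difference holds the tissue share too, and the female value at equal score lies inside the male interval. A diet effect at equal score is neither shown nor excluded, and growth of the leptomeninges under the maternal diet stays open. The erythroid score was higher in female HFD-O too, by 0.344 (exact permutation p = 0.00866). The share of blood in the samples was not tested as a cause for these genes as a set.

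The male differences in Th, Slc6a3 and Aldh1a1 would fit more midbrain tissue in libraries HFD-O 13 and HFD-O 21. At equal midbrain score the median log2 fold change of the 3 genes was 0.072 (Th), from 1.71 without the score (Aldh1a1). By gene, Th went from 0.98 to 0.07 and Slc6a3 from 2.09 to −0.23. Aldh1a1 kept 0.73 (standard error 0.23, unadjusted p = 0.0055), so a smaller diet effect on it is possible. For an effect in males alone, the mean of these genes was higher by 1.01 in males and 0.866 in females, a difference of 0.14 (95% interval −1.68 to 1.96, exact permutation p = 0.882), too wide to tell. Dopamine neurons of the hypothalamus express Th and Slc6a3 as well, and dissected pieces with and without adjoining midbrain would separate these readings.

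Chaperones of the endoplasmic reticulum may be raised in HFD offspring of both sexes: 18 of 21 measured were higher over both sexes, with a median log2 fold change of 0.086, and 4 were called with every library taken as independent, of which Hspa5 alone stayed called with pairs of consecutive library numbers as a block (adjusted p = 0.00614) and 0 with the counts of each pair summed (Hspa5 0.0971). At equal leptomeninges score the median was 0.099 (Hspa5 0.17, adjusted p = 0.0107). At equal neuron score it was 0.0733 (Hspa5 0.16, adjusted p = 0.0243, the only gene called there). With every library taken as independent, these values argue against either of these tissue shares as the whole difference. They do so only as far as the scores measure the shares, because a score of marker genes may remove just part of a tissue share. At equal leptomeninges score the other calls ended as folds fell a little and errors grew: Pdia4 from 0.29 (standard error 0.04) to 0.25 (0.05), Pdia6 from 0.16 (0.03) to 0.15 (0.03) and Hsp90b1 from 0.13 (0.03) to 0.11 (0.03). The 17 members that were not called had a mean of 0.0815 (exact permutation p = 5.9e-05 with every library moved on its own, and 0.00216 with pairs of consecutive library numbers moved as a whole, 95% interval over pairs 0.0401 to 0.123), in line with a shift of the whole group, although the list was made after the calls were seen. With the erythroid score in the fit Hspa5 again was the only chaperone called (0.17, adjusted p = 0.0163), and shares of endothelium and border macrophages and protein load from nutrient supply were not tested as causes of the shift.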

How the results depend on the processing

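The authors' p adjusted over the genes tested, the covariates and left-out libraries for the likelihood ratio test and for both sexes together, the pairs of libraries left out, the block of consecutive library numbers, the comparison of both sexes at an unadjusted p under 0.01, and the alternatives for list calls between sexes were chosen after the results were seen. The groups compared within a sex share no replicate numbers, so no block was fitted there. By the paper's number of litters some CON-O libraries shared a litter, but which is not given. Males and females of 1 diet with consecutive library numbers varied together, as litter mates or libraries handled together might, and the data cannot tell these apart. The mean correlation of their deviations from the group means was 0.248 over 12 pairs (0.0384 to 0.426, 9 of them over 0.1). The exact permutation p was 1.9e-06 over all pairings within diet, and 9 of 12 females correlated best with the male of their pair. CON-O libraries are numbered 1 to 12 and HFD-O libraries 13 to 24, so an effect of library order cannot be told apart from the diet. With these pairs as a random replicate block in limma-voom the count over both sexes of 22 was 1, Hspa5, against 18 without the block, and 0 with the counts of each pair summed; the difference between the sexes stayed at 0 with the block, and the lists called for it were 2, leptomeninges and erythroid, and 0 with an estimated correlation. The female count of 0 became 50 with the likelihood ratio test, 14 with DESeq2 and 83 with the authors' p; of these 43, 12 and 81 are in Table S2. Leaving out 1 library it ran from 0 to 10 (10 without HFD-O 20). The likelihood ratio count of 50 became 4 with the leptomeninges score, 1 with the erythroid score and 6 with the midbrain score, and ran from 0 (without HFD-O 14) to 92 (without CON-O 4); it also moved without CON-O 2 (19), CON-O 6 (32), CON-O 10 (22), HFD-O 16 (77), HFD-O 18 (14), HFD-O 20 (88) and HFD-O 22 (30). The male count of 0 became 1 with DESeq2 and 8 with the authors' p (8 in Table S2), and was 0 to 0 leaving out 1 library. The male likelihood ratio count of 0 became 1 with the leptomeninges score, 1 with the midbrain score and 1 without HFD-O 13 and 21, and ran from 0 to 4 (without HFD-O 19). The difference between the sexes ran from 0 to 0. Over both sexes 22 became 93 with the likelihood ratio test, 88 with DESeq2, 38 without female CON-O 12 and male CON-O 11 (16 of the 22 kept), 4 with the leptomeninges score, 6 with the midbrain score and 2 with the erythroid score, and ran from 3 (without female CON-O 2 or HFD-O 14, or male CON-O 7 or HFD-O 17) to 46 (without male CON-O 1), with Hspa5, Pdia4 and Slc12a4 called in 24 of 24. Genes at an unadjusted p under 0.01 in both sexes were 22, and of the female likelihood ratio calls 8 had such a p in males. Of the solute carriers 0 became 8 in females with the likelihood ratio test. Lists called in females went from 21 to 5 with an estimated correlation, 4 with fry and 10 with fry's mixed test, and without Table S2 genes to 16, of which 1 was called with an estimated correlation and 1 with fry; in males from 18 to 0, 0 and 0, and to 12 without Table S2 genes; between the sexes from 2 to 0, 0 and 0, and 0 without Table S2 genes. Directions turned for Crabp2 in females (−0.39 with the leptomeninges score), for Hbb, Hbb-b1 and Rsad2 in females (−0.51, −0.43 and −0.35 with the erythroid score) and for Slc6a3 in males (−0.23 with the midbrain score, −0.20 without HFD-O 13 and 21). The sign of other values that were small against their standard error, or rested on 1 library, turned as well: among them H19 and Tf in females without CON-O 12, Agrp and Pomc in females without HFD-O 24, Pomc in females without CON-O 10 (0.002), Npy and Agrp in males without CON-O 11, Npy and Lepr in males without HFD-O 23, Gapdh in males without CON-O 7 (−0.04), and Lepr in both sexes with the leptomeninges score. Limma-voom, other normalizations, other filters and other adjusted p thresholds left the counts within each sex at 0. The cause of these changes was not tested.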

Differences from the paper's values

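The comparison with the authors' own p-values was chosen after the values were seen; the likelihood ratio test and DESeq2 were planned. The paper gives 86 genes in female HFD offspring, 79 upregulated and 7 downregulated, where the quasi-likelihood test called 0, 0 and 0. In males the paper gives 8 genes and the test called 0; the paper gives 4 genes in both sexes and 4 in males alone, against 0 and 0. None of the tests planned from the start reached any of these values. The likelihood ratio test called 50 in females (48 higher, 2 lower, 43 in Table S2) and 0 in males, and DESeq2 14 (14 higher, 0 lower, 12 in Table S2) and 1, with 1 gene shared.

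Adjusting the authors' deposited p over the genes that were tested here gave 83 female genes (78 higher, 5 lower, 81 of the 86 in Table S2) and 8 male genes (8 of 8 in Table S2), 4 of them shared and 4 in males alone. As deposited, adjusted over all genes of each table, the authors' p call 125 female genes and 11 male genes at 0.05. The 39 female genes among these that Table S2 does not list had at most 3 counts in their lowest library, and those it does list at least 4. Of these 39, 22 were lower in HFD-O. Each of those had its highest count in female CON-O 12, the library with high counts of liver genes. So did Hp and C3, which Table S2 lists as lower in HFD-O. The log2 fold changes of the 84 genes of Table S2 that were tested differed from the table's by at most 0.0076. The quasi-likelihood test allows for the uncertainty of each gene's dispersion and the likelihood ratio test does not. On simulated data, in which genes varied independently, 11.4% of the likelihood ratio calls in females were false, against 3.84% of the quasi-likelihood calls. The choice of test does not account for the whole gap, because the likelihood ratio test run here also fell short of the deposited calls. For female Igf2 its p was 5.0e-06 here and 1.4e-15 as deposited, at log2 fold changes of 1.324 and 1.323. The cause of that difference was not tested.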

Other observations

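The list of endoplasmic reticulum chaperones was made, and the splits by pairs of libraries were chosen, after the results were seen. The paper does not describe an effect over both sexes together. There the quasi-likelihood test, which takes every library as independent, called 22 genes, 19 higher in HFD offspring and 3 lower. With pairs of consecutive library numbers as a random block in limma-voom, 1 of them was called, Hspa5. With the counts of each pair summed the quasi-likelihood test called 0. Hspa5, the master chaperone of the endoplasmic reticulum, was higher by a log2 fold change of 0.18 (adjusted p = 0.00083), with 6 of 6 HFD-O libraries of each sex above the CON-O median, and with it the disulfide isomerases Pdia4 (0.29, adjusted p = 0.0032) and Pdia6 (0.16) and the chaperone Hsp90b1 (0.13). Slc12a4 was higher by 0.43 (adjusted p = 0.0032) and Serpinh1 by 0.32 (adjusted p = 0.031). Lyve1 (0.53) and the lectin Lgals1 (0.48) mark border macrophages and meningeal cells, and Gpnmb (0.50) phagocytes. Rarres2 (0.90) is the chemokine chemerin and Cxcl12 (0.35) a chemokine of meninges and vessels. Shisa3 (1.87), Omd (1.08), Cyp2j4 (0.80), Aspa (0.51), Gpx8 (0.41), Anxa5 (0.31), Myh14 (0.29) and Sfr1 (0.18) were higher as well, and Fcho1 (−0.28), Gigyf1 (−0.25) and Zfp512b (−0.17) lower. Table S2 holds 6 of these genes for females: Slc12a4, Serpinh1, Rarres2, Cxcl12, Fcho1 and Anxa5.

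Among cell types, endothelial genes were higher in female HFD offspring in 18 of 22 cases (camera adjusted p = 9.9e-10; 0.107 with an estimated correlation), led by Thbd (1.15), with Itm2a (0.24) and the drug exporter Abcb1a (0.40) next, and in males (0.00023; 0.442 with an estimated correlation). Interferon-induced genes were higher in 13 of 15 cases in females (3.4e-05; 0.0520 with an estimated correlation; exact permutation p = 0.0022), among them Bst2 (0.50). Erythroid genes were higher in 10 of 12 cases (camera adjusted p = 3.0e-08, and 0.107 with an estimated correlation). The erythroid score, which leaves out the genes of Table S2 such as the haemoglobins, was 0.344 higher in HFD offspring (exact permutation p = 0.00866). Also higher in females were genes of microglia (1.5e-06; 0.232 with an estimated correlation), astrocytes (0.000197; 0.318), oligodendrocytes (0.000582; 0.477), mural cells (0.00257; 0.232) and ependyma (0.00343; 0.323), of retinoic acid signaling (0.000725; 0.107), where Cyp26b1 was higher by 0.63, and of fatty acid oxidation (0.00343; 0.232), where Cpt2 was higher by 0.30. Oligodendrocyte precursors (0.224), tanycytes (0.290), choroid plexus (0.224), telencephalon (0.500), thalamus (0.186), immediate early genes (0.224), cholesterol synthesis (0.144) and neutrophil and acute-phase genes (0.953) were not called. In males cholesterol synthesis was lower in 17 of 21 cases (0.0204; 0.510 with an estimated correlation). Over both sexes together 20 lists were called, 0 with an estimated correlation, 6 with fry and 6 with fry's mixed test. Without Table S2 genes 19 were called, and 1 with an estimated correlation.

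Chaperones of the endoplasmic reticulum were higher in females in 19 of 21 cases (1.2e-08; 0.0212 with an estimated correlation) and in males in 17 of 21 (1.3e-07; 0.257 with an estimated correlation), and 12 passed over both sexes together when adjusted over the list alone.

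Each count was set against 100 splits of the same libraries, the real one included. For females, 18 splits had as many genes with an unadjusted p under 0.05 as the real 809 (highest other 2276), 100 as many calls as 0 (40) and 6 as many likelihood ratio calls as 50 (410), so chance cannot be excluded for these counts. For the female lists 1 split, the real one, called 21 or more (highest other 18), and 2 called 5 or more with an estimated correlation (5). Several lists hold Table S2 genes chosen on these libraries, which favoured the real split, so chance cannot be excluded here either. Without those genes 16 lists were called, and 1 with an estimated correlation, and these counts were not set against splits. In males 39 splits had as many genes with an unadjusted p under 0.05 as 566 (2652), 100 as many calls as 0 (574), 100 as many likelihood ratio calls as 0 (733) and 9 as many lists as 18 (20), so chance cannot be excluded there. For the difference between the sexes 100 splits had as many calls as 0 (1) and 99 as many lists as 2 (19). Over both sexes together 3 splits called 22 genes or more (55) and 7 had as many genes with an unadjusted p under 0.05 as 1478 (2551), with every library moved on its own. In the same splits 1, the real one, called 20 lists or more (19), with the same limit from the Table S2 genes. With males and females of consecutive library numbers, which varied together, moved as pairs, 10 splits called 22 genes or more (938) and 17 had as many genes as 1478 (3242), so chance cannot be excluded for either count. Splits with several times the real count point to a structure of the samples apart from the diet: in the male split with 2652 genes the leptomeninges score differed by 0.509, against 0.251 between the diets. In the female split with 2276 genes it differed by only 0.018, against 0.440 between the diets, so the structure behind that split is not the leptomeninges score and was not identified.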
